# Two genes, one culprit - a functional candidate validation of a *SPATA7* deletion in dogs with day blindness/retinal degeneration

**DOI:** 10.1371/journal.pgen.1011961

**Published:** 2025-12-01

**Authors:** Leonardo Murgiano, Jessica K. Niggel, Kei Takahashi, Valérie L. Dufour, Catharina R. Grubaugh, Raghavi Sudharsan, Jennifer C. Kwok, Doreen Becker, Esha Banerjee, Wen-Mei Yu, Tosso Leeb, Cheng-Kui Qu, William A. Beltran, Gustavo D. Aguirre

## Abstract

Inherited retinal diseases (IRDs) are a diverse group of disorders that share common vision deficits ranging from early onset blindness to severe and progressive later-onset disease. We report a form of early-onset day-vision loss, cone-rod dystrophy, in the Standard poodle. Through GWAS and homozygosity mapping, a large deletion on CFA8:NC_049229.1:g.60,022,583_60,040,453del was found which removes 3’ portions of two different genes, *PTPN21* and *SPATA7*, presenting a challenge for assessing the actual causative gene in a multi-gene large deletion. All affected dogs were homozygous for the mutant allele, which segregated perfectly with the phenotype within the breed. The variant was absent in 1879 dogs from the Dog10K database. While the role of *SPATA7* for retinal disease has been established in human patients and genetically engineered mice, the role of *PTPN21* in the retina is unclear even though it is expressed in rod and cone photoreceptors. Expression of whole and truncated transcripts for both genes was detected in skin fibroblasts from controls and cases. Retinal RNA analysis of *PTPN21* splicing suggests that at least one unmodified transcript is still present in mutants. *Ptpn21*-/- knockout mice did not have an ocular phenotype, and IHC for rod- and cone-specific opsins detected no cone or rod abnormalities suggesting that PTPN21 loss has minimal to no contributory role towards the retinal phenotype in mutants. The variant leads to a deletion of the 3’-end of the *SPATA7* transcript: XM_038545497.1:r.1,314_1,629delins[g.60,018,954–60,018,990], p.(XP_038401425.1: Asp361GlufsTer2), reducing the predicted protein from 595 to 361 AA. Ultrastructure expansion microscopy (U-ExM) enabled the detection of a distinct SPATA7 signal around the transition zone of the primary cilium in photoreceptors and fibroblasts of WT dogs, which was absent in affected dog. We posit that SPATA7 deficiency is the main cause of the condition, and propose this disease as a model for the *SPATA7*-related form of cone-rod dystrophy in humans. Our work shows an example of functional refinement of a multi-gene deletion variant using a multi-technique approach.

## Author summary

Inherited retinal diseases are a diverse group of genetic conditions that cause blindness. Like humans, dogs are also affected by retinal diseases, with many being reported and studied. The mapping and characterization of canine inherited conditions is essential for the health of affected breeds, and, as models for human conditions, canine retinal diseases can also provide new insights into phenotype, gene function, biological mechanisms and treatments. Using genome-wide association and homozygosity mapping combined with whole genome sequencing, we found a large-sized genetic variant in Standard poodle that partially deletes two genes, *PTPN21* and *SPATA7*. Through gene expression, transcript analysis of both genes, retinal single-cell RNA analysis, ultrastructure expansion microscopy, and a *Ptpn21* knockout murine model, we show that *SPATA7* is the likely disease candidate. We propose this canine model for the *SPATA7*-related form of cone-rod dystrophy in humans. Our work shows an example of functional refinement of a deletion variant affecting more than one gene, using a multi-angled approach involving an array of diverse techniques.

## Introduction

Since the early part of this century there has been a virtual explosion of genetic and genomic information and resources, including canine studies. The dog was the first non-primate and non-rodent mammal whose genome sequence was published [1] and was subsequently used as a model organism for genomic studies [2–4]. Once the first linkage map of the dog genome was published in 1997 [5], the rapid identification of the first autosomal retinal disorder locus of dogs, progressive rod-cone degeneration (prcd), soon followed [6]. Currently, a wealth of genomic tools is available. The study of inherited retinal diseases has been leading the way in developing the needed tools and resources [1,7], and now more genes/and genetic variants of canine retina have been identified than for any other organ system [8–12].

Retinal diseases in dogs can be isolated disorders, usually affecting the retinal pigment epithelium (RPE) and/or the photoreceptors - either rods and/or cones (selected examples include [6,10,13–17]. In other cases, the diseases are syndromic and associated with oculo-skeletal defects [18] or neurological abnormalities [19,20]. The progress made in identifying many different inherited retinal diseases and their causative genes/mutations in dogs has created confusion on how these diseases are named and classified. To address this issue a recent publication has proposed consensus guidelines for nomenclature for the retinal diseases affecting dogs and other companion animals [10]. Like many other inherited genetic conditions, canine ocular diseases have been associated with different types of genetic variants ranging from single base pair changes to large structural variants [8–10].

By far the largest group of inherited retinal diseases in dogs falls under the progressive retinal atrophy (PRA) rubric. Although caused by many non-allelic pathogenic variants, these diseases share generally similar clinical signs, e.g., appearance of alterations in the retinal fundus, eventual blindness and secondary cataracts. The diseases vary in terms of age of onset, the rate of progression, the type and degree of visual impairment, and, when analyzed, the retinal functional and structural abnormalities [9,12]. Usually, PRA is characterized by initial night blindness followed by day vision impairment and eventual blindness that is dependent on the specific breed and/or variant (for example see Aguirre, 1998, Zangerl 2006 [16,21]). However, a sub group of PRAs [10], the cone-rod dystrophies, have vision deficits first in daylight followed by night blindness. In dogs, variants in at least 4 genes are responsible for the cone-rod dystrophy phenotype: *ADAM9* [22] *NPHP4* [23], *NPHP5* [24] and *RPGRIP1* [25]. In this study we present the mapping and gene identification of a new severe early onset cone-rod dystrophy in the Standard poodle (SP) breed which we refer to as Day Blindness/Retinal Degeneration (DB/RD). The disease is associated with a large deletion affecting two genes, but functional candidate validation studies detailed in this manuscript establish *SPATA7* as causal to the disease.

## Results

### Phenotype

Affected dogs had severe vision deficits present at a young age, generally before 2–3 months of age, and characterized by very poor to absent vision under photopic conditions, but with no evidence of photophobia. Grossly, vision under scotopic conditions was initially normal, but was not critically assessed, and worsened over time; in older animals, blindness developed but onset was variable. For example, dog SP07 (Table 1) has remained completely day blind since first diagnosed at 3–4 months of age, and by 3.3 years of age, he still had functional vision in a regular home environment. At that time, there was no evidence of further progressive degenerative retinal changes by indirect ophthalmoscopy from those recorded at 1 year of age (Fig 1A). In contrast, dog SP20 (Table 1) had severe vision impairment/blindness under all lighting conditions by 2.7 years of age, along with end-stage retinal degeneration visible by indirect ophthalmoscopy; and cortical cataracts were distinct after more than 7 years of age (Fig 1B and 1C).

**Table 1:** Genotyped Standard poodle samples for the deletion. Age at time of clinical diagnosis by board-certified veterinary ophthalmologists who confirmed the presence of a severe vision deficit is included. Dogs used for the initial SNP-based mapping are underscored and in italics. The large family tree is reported in S2 Fig and shows cases whose ancestry could be reconstructed.

Diagnosis ID	sex	Present on pedigree	Clinical diagnosis age	Genetic test Result
*SP03*	f	Yes	1y0m	Homozygous mutant
*SP04*	f	No	0y9m	Homozygous mutant
*SP05*	f	Yes	0y2m	Homozygous mutant
*SP06*	f	No	not available	Homozygous mutant
*SP07*	m	Yes	0y4m	Homozygous mutant
SP08	f	No	0y6m	Homozygous mutant
SP09	f	Yes	0y10m	Homozygous mutant
SP10	m	Yes	not available	Homozygous mutant
SP11	f	Yes	not available	Homozygous mutant
*SP12*	m	Yes	0y5m	Homozygous mutant
SP13	m	No	0y4m	Homozygous mutant
SP14	f	No	0y10m	Homozygous mutant
SP15	f	Yes	not affected	Heterozygous
SP16	f	Yes	<10 wks	Homozygous mutant
SP17	m	Yes	<10 wks	Homozygous mutant
SP18	f	Yes	not available	Homozygous mutant
SP19	m	Yes	0y3m	Homozygous mutant
SP20	f	Yes	3y8m	Homozygous mutant
SP21	f	No	0y11m	Homozygous mutant
SP22	m	No	1y1m	Homozygous mutant
SP23	m	Yes	0y3m	Homozygous mutant
SP24	m	Yes	1y7m	Homozygous mutant
SP29	m	No	0y3m	Homozygous mutant
GD24	f	Yes	not available	Homozygous mutant

**Fig 1:**
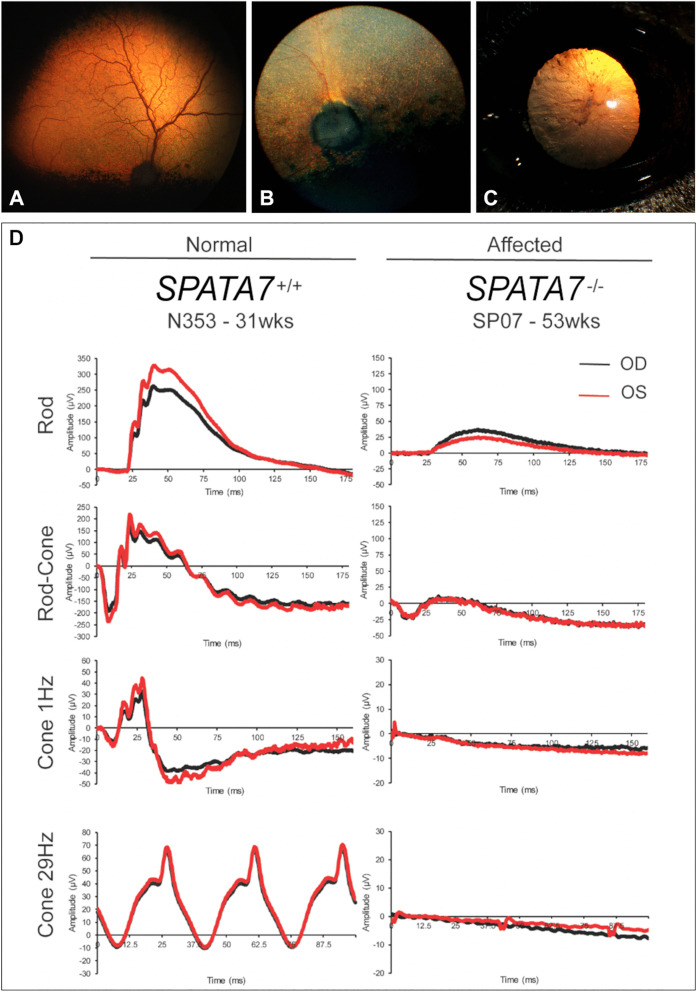
Retinal disease phenotype. A-D: Fundus findings in *SPATA7*-affected dogs. **(A)** Right eye of SP07 at 1 year of age. The retinal vessels are normal and there is no generalized increase in reflectivity from the tapetum at this stage of the disease. **(B)** Right eye of SP20 at 2.7 years of age. There is diffuse retinal hyperreflectivity (Note: light intensity used for the photograph is 10 times less intense than that used for a normal eye) with marked attenuation and loss of retinal vessels, and optic nerve head atrophy. **(C)** Left eye of SP20 at 7.4 years. Secondary cataracts are developing; shown is the anterior cortical cataract extending from the nasal quadrant. **(D)**: Electroretinograms recorded from a normal and affected (SP07) dog. The affected dog has absent cone responses, and rod responses are abnormally low in amplitude. OD = right eye; OS = left eye. Note that the vertical scales for amplitude are different because the amplitudes of the affected dog are much lower.

Full-field electroretinography (ERG) was used for objective assessment of retinal function. Based on submitted reports, and our testing of a subset of dogs included in the study, cone ERG responses were absent as early as 7 weeks of age. We also found that as early as 15 weeks of age, rod responses were reduced by ~60–80% in dogs that showed no vascular attenuation or generalized hyperreflectivity (Fig 1D; note the ERG recordings of SP07 were done within 1 week of the retinal examination shown in Fig 1A). Over time, rod responses were further decreased and no longer recordable, and the ERG was considered ‘extinguished’.

### Pedigree and selection of study animals

A total of six cases, one male and five females, were initially collected. Information on the immediate family of the cases indicated unaffected parents and unaffected siblings (S1A Fig). Additionally, pedigree material was gathered on the available ancestry of the cases. Together with pedigree records from archived samples a full pedigree of the whole case group could be constructed. Interestingly, a shared ancestor born in 1923 was found. The complete tree, including other cases whose ancestry information we had access to, is shown in S2 Fig. The available family history information, showing no phenotypically affected parents and mixed litters of affected and unaffected males and females alike, suggested an autosomal recessive mode of inheritance with the possibility of a shared genetic etiology. Therefore, we considered X-linked or autosomal dominant inheritance unlikely.

### SNP genotyping and mapping

A combined GWAS and homozygosity mapping approach was used to map the critical interval containing the causative variant. Initially, six cases and 46 controls, including two unaffected siblings, were genotyped on Illumina 220k or 170k canine SNP arrays (see Methods). GWAS quality control filtered the markers down to 149,064 informative markers for mapping; the calculated lambda was 1.52 indicating significant level of stratification in the selected sample pool, and a mixed-model was applied for the GWAS. The analysis outlined a significant peak on chromosome 8 (CFA8) (Figs 2A and S3A). The top 50 + associated markers were all on CFA8. Additionally, 5 of these SNPs were above the very strict Bonferroni correction threshold, suggesting a very strong association. Of note, the QQ-plot did show a significant degree of inflation even after adjustment (S3A Fig).

**Fig 2:**
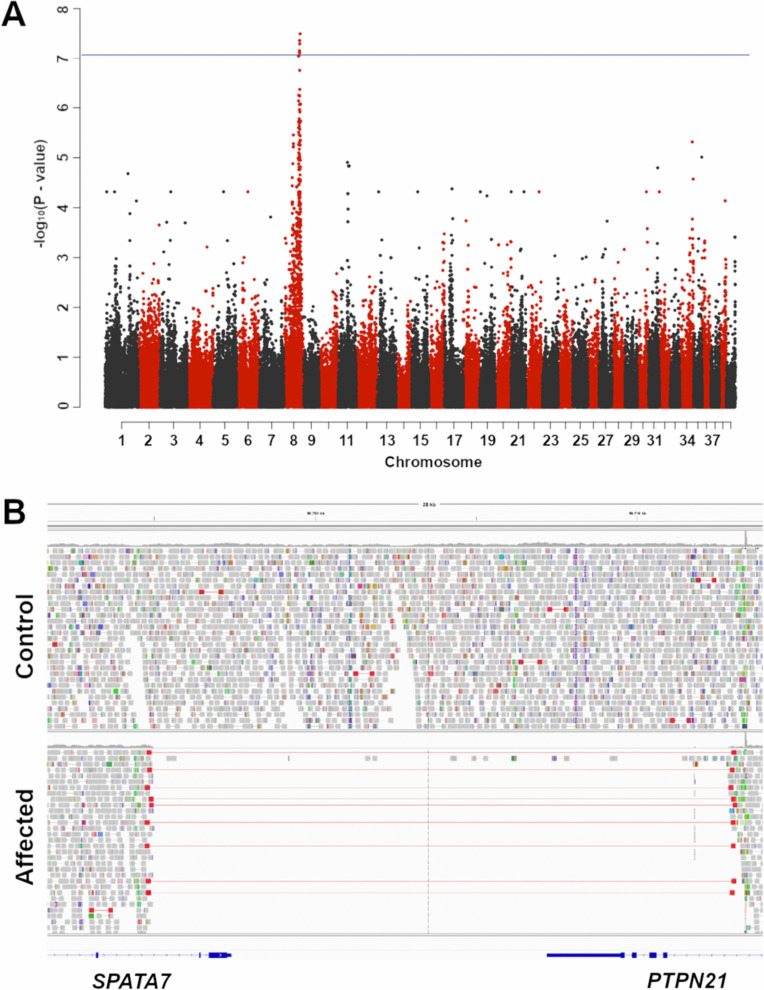
Genome-wide association analysis and candidate causative variant. **(A)** Results of the genome-wide association study (GWAS) obtained from analyzing the Illumina SNP microarray data showing the negative log of the raw p-values calculated with the genotypic association test (max -log p-value = 7.52), marker BICF2G630416220). Five SNPs were above the Bonferroni correction threshold (blue horizontal line). **(B)** Representative whole-genome sequencing reads in the region of the 17.8 kb-spanning candidate causative variant visualized with IGV. A homozygous wild-type control (*top*) displays normal coverage for the interval, while a case (SP03) shows a lack of coverage for this interval. Additionally, the mapping visualized in “show paired” mode shows several reads, colored in red, whose pairs map at the two ends of the gap. Note that the 3’ ends of the *SPATA7* (two predicted exons) and *PTPN21* (four predicted exons) genes are missing in the affected dog.

Subsequently, the candidate variant was fine-mapped using homozygosity mapping on the six genotyped cases. With the assumption of a monogenic recessive inheritance based on the observed disease segregation, extended regions of homozygosity were examined with the expectation that the disease allele and flanking chromosomal segments (~1 Mb or higher) in the affected dogs would be homozygous identical by descent (IBD). This initial filtering indicated the 6 cases sharing two regions (canFam4 coordinates): one on CFA8 (markers BICF2G630415989-BICF2G630416371; chr8: 59,617,725–60,566,231), and a region on CFA21 (markers BICF2G630649945-TIGRP2P281318_rs9013981; chr21: 23,880,170–24,289,233). No other region was shared by all the cases. Results for homozygosity mapping are shown in S1B Fig, highlighting the very small number of shared regions for the sample pool, along with their small size, approximately on the lower end of our threshold. This suggested that the candidate interval to be considered was UU_Cfam_GSD_1.0 (canFam4): CFA8:59,617,725–60,566,231 (S3B and S3C Fig). The best associated markers from the GWAS were located outside of the shared homozygous interval on chromosome 8 by at least 0.5 Mb. This is not unusual in canine GWAS and is most likely driven by the long within-breed linkage disequilibrium and recombination events in control animals or their ancestors.

### Variant detection and genotyping

Whole genome sequencing was carried out for case SP03, reads were mapped against the UU_Cfam_GSD_1.0 reference (canFam4) resulting in an average coverage of 28.49x. A total of 1,269 variants (SNVs and small indels) were called in the CFA 8 critical interval, a region including eight genes. Comparing these against the Dog10K database [26,27] and European Variant Database (EVA, https://www.ebi.ac.uk/eva/) eliminated every called SNV and small indel variant in the interval as a potential candidate. Large structural variants were then analyzed and filtered against the UU_Cfam_GSD_1.0 (canFam4) Dog10K database. A single structural variant was exclusively identified in the affected dog sequenced for the study: a homozygous deletion designated as NC_049229.1:g.60,022,583_60,040,453del (Fig 2B).

This ~17.8 kb deletion was visually verified through the Integrative Genomics Viewer and encompasses the 3’-ends of two opposed genes, *SPATA7* and *PTPN21*. The deletion involves the last two exons of *SPATA7* (exons 11 and 12) and the last four coding exons of *PTPN21* (exons 15–18), henceforth named *[SPATA7/PTPN21]DEL* (Fig 2B). Loss-of-function variants in *SPATA7* encoding spermatogenesis-associated protein 7 are responsible for human Leber Congenital Amaurosis, and Retinitis Pigmentosa [28]. *PTPN21* belongs to the PTP group of genes known to have a signaling role and to regulate a variety of cellular processes including cell growth, differentiation, mitotic cycle, motility, deformability, and oncogenic transformation; to the authors’ knowledge, variants in *PTPN21* have not been associated with retinal diseases.

As the *[SPATA7/PTPN21]DEL* variant deleted coding regions of two genes, one linked to retinal disease, we considered it a very likely putative causative variant. To this end, a PCR test based on 3 primers was developed (see Materials and Methods, and S3C Fig). The variant was then genotyped on additional cases including an affected Goldendoodle (Golden retriever and Standard poodle intercross/backcross) as well as controls, and perfect genotype-phenotype association was observed (Table 2).

**Table 2:** Distribution of the *[SPATA7/PTPN21]DEL* variant in Standard poodles and in a database of canine variants. The 22 SP dogs and the Goldendoodle are a total of those collected and genotyped as described in Methods, including dogs initially SNP genotyped and whole genome sequenced as well as additional cases collected after the mapping of the proposed variant. The “other breeds” line consists in the manta-called vcf file in the Dog10K database (no retinal phenotype verified, genotype detected by Manta).

Breed and availability of retinal phenotype	N of dogs	*[SPATA7/PTPN21]DEL*		
		wt/wt	wt/DEL	DEL/DEL
Standard poodle – Cases	22	0	0	22
Goldendoodle – Case	1	0	0	1
Standard poodle – Unaffected	63	42	21	0
Other breeds (Dog10K)*	1879	1879	0	0
total	1965	1921	21	23

*database; dogs not genotyped by PCR

The Gandolfo method to estimate the age of the mutation using the online tool created by their group (see Methods) was used. The analysis suggested that the mutant allele arose 22.6 generations ago, with a 95% confidence interval of 10.8 - 34.2 generations. This result is consistent with the putative shared ancestor identified as being born in 1923 (S2 Fig) which shows 22–35 generations between the case used for SNP genotyping and the putative common ancestor, and in which several ancestors are bred with dogs down the line.

### Expression of *PTPN21* and *SPATA7*

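Neuroretina of 2 normal male dogs aged 40 weeks, N350 and N354, was dissociated and single cells were captured in droplets. In this droplet assay each mRNA molecule carries a unique molecular identifier (UMI), so that amplified copies of a molecule are counted once. The authors counted the UMIs of each gene in each cell with Cell Ranger and deposited these raw counts without normalization. N350 had 8900 cells and 24030707 UMIs, with a median of 1298 UMIs per cell. N354 had 4392 cells and 9711202 UMIs, with a median of 1204.5 UMIs per cell. The counts of N350 list 34981 genes and those of N354 list 19947, and 15236 gene names occur in both. Cells were clustered again and named from marker genes for each dog, so that the cell classes are not the authors' own annotation. The level of a gene in a class is its number of UMIs per 10000 UMIs of all genes, summed over the cells of that class in a dog. Brackets after a level hold its exact Poisson 95% interval, and those after a share of cells hold its exact binomial 95% interval. These intervals cover counting error only and not the difference between dogs. Because a cell with more UMIs is more often found with a UMI of any gene, shares of cells are also given after thinning every cell to 1000 UMIs, with shallower cells left out. Values are given first over 9853 cells, the paper's number, and then over the 12750 cells kept with no mitochondrial limit. The mitochondrial rule of the first set removed no cell of N350, so the 8539 cells of that dog are the same in both sets. For N350 the sets differ only in how its cells clustered with those of N354. The rule that returns the paper's number of cells was identified from that number, after the clusters and the levels of both genes had been examined. The filter set beforehand, at most 5% of UMIs on 13 mitochondrial genes, left 4424 cells and, with the naming used here, gave no class of cones in either dog. Among the 9853 cells, cones formed a class in N350 alone. UMIs were summed per class and dog, so that dogs and not cells were the replicates, and the sums were compared with edgeR's quasi-likelihood test. A class found in 1 dog only was not tested.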

To identify the retinal cell populations expressing *PTPN21* and *SPATA7*, single-cell RNA-seq datasets generated in our lab from two normal adult dogs were examined. Both *PTPN21* and *SPATA7* showed distinctive expression patterns in different retinal cell types. 

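Over the 9853 cells, the level of both genes was higher in rods than in any other named class of the same dog. In N350, the level of *SPATA7* was 0.534 (0.394 to 0.708) in 392 bipolar cells, 0.348 (0.256 to 0.463) in 184 horizontal cells and 0.291 (0.192 to 0.424) in 185 astrocytes. It was 0.214 (0.127 to 0.339) in 220 microglia and vascular cells, a mixed class led by *APOA1*, *IGFBP7*, *CLDN5* and *RGS5*. The level of *PTPN21* in the same classes was 0.311 (0.207 to 0.450), 0.252 (0.174 to 0.352), 0.194 (0.115 to 0.307) and 0.322 (0.212 to 0.468). The median number of UMIs per cell was 1881.5 in bipolar cells, 2282.5 in horizontal cells, 5112 in astrocytes and 3185 in microglia and vascular cells. In N354, only rods, 24 Müller glia and 26 astrocytes reached the minimum of 20 cells. The 26 astrocytes held 6 UMIs of *SPATA7*, a level of 0.561 (0.206 to 1.22), and 0 UMIs of *PTPN21*, where a count of 0 allows up to 3 UMIs. Over the 12750 cells, rods again had the highest level of both genes among the named classes of each dog. There, 296 bipolar cells of N354 had a *SPATA7* level of 0.884 (0.681 to 1.13) and a *PTPN21* level of 0.124 (0.0568 to 0.236). An unnamed group of 163 cells in N350 had a *SPATA7* level of 0.747 (0.526 to 1.03), not distinguishable from that of rods by its counting interval.

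**Figure D1:**
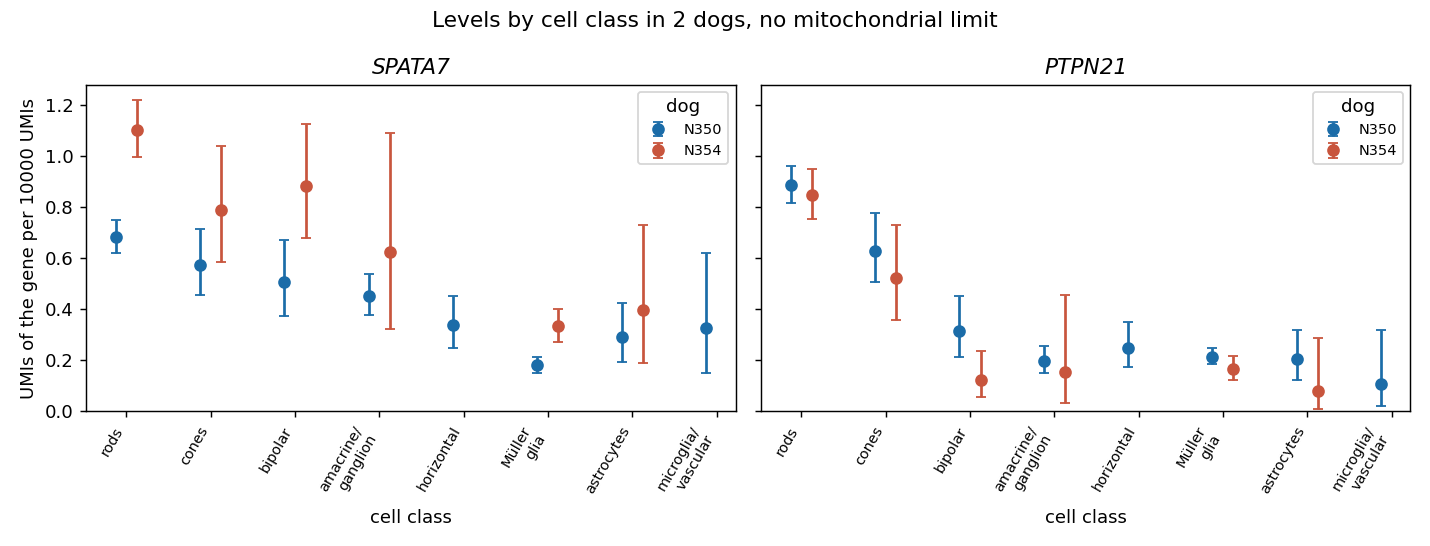
Level of *SPATA7* and *PTPN21* (UMIs per 10000 UMIs, vertical axis) by cell class (horizontal axis) in N350 and N354, over the 12750 cells kept with no mitochondrial limit. Each point is 1 dog and each bar its exact Poisson 95% interval, and rods have the highest point of each dog for both genes.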

The expression levels were notably higher in rods, but the expression was limited to a small subset of rods. 

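Among the 9853 cells, N350 had 5566 rods with a median of 1018 UMIs per cell, and N354 had 1219 rods with a median of 893. The level of *SPATA7* in rods was 0.688 (0.625 to 0.754) in N350 and 1.31 (1.11 to 1.53) in N354, or 0.998 ± 0.438 (SD, n = 2 dogs). That of *PTPN21* was 0.879 (0.809 to 0.954) and 1.07 (0.889 to 1.27), or 0.974 ± 0.134 (SD, n = 2 dogs). At least 1 UMI of *SPATA7* was found in 7.51% (6.83 to 8.23) of the rods of N350 and in 11.2% (9.52 to 13.1) of those of N354. For *PTPN21* the shares were 9.54% (8.78 to 10.3) and 9.76% (8.15 to 11.6). Thinned to 1000 UMIs, 7.23% (6.30 to 8.23) of the rods of N350 held *SPATA7* and 9.15% (8.10 to 10.2) held *PTPN21*, with 2686 rods left out. In N354 the thinned shares were 10.5% (7.81 to 13.9) and 12.7% (9.67 to 16.2), with 793 rods left out. The 220 microglia and vascular cells of N350, at a median of 3185 UMIs, were taken as the background for such shares. Whether this mixed class itself expresses the genes was not tested, and with clustering at a resolution of 1 it held 106 cells. Over the same 8539 cells of N350, clustered with no mitochondrial limit, it held 48 cells, while Müller glia rose to 1287. Where its cells went was not traced, so it may hold cells that group with Müller glia. A class that is not above it may thus still express the genes. Of the 220 cells 6.36% (3.52 to 10.4) held *SPATA7* and 11.8% (7.87 to 16.8) held *PTPN21*. At 1000 UMIs their shares were 1.82% (0.534 to 4.92) and 4.36% (2.03 to 8.17), with 15 cells left out. As counted, the share of rods of N350 was not above this background for either gene beyond counting error, and rods held 0.0807 UMIs of *SPATA7* and 0.103 of *PTPN21* per cell against 0.0818 and 0.123. Thinning lowers the background class more than the shallower rods, so the thinned shares do not set rods apart from free RNA of a like amount in each droplet. To ask how many UMIs per rod arise when every rod has the same level, the expected number was drawn from a Poisson model with 1 rate per dog and the depth of each cell. In N350, 29 rods held 2 or more UMIs of *SPATA7* against 21.0 expected, a ratio of 1.38 (0.924 to 1.98). For *PTPN21* there were 42 such rods against 33.5, a ratio of 1.25 (0.903 to 1.69). In N354 the numbers were 15 against 10.1 for *SPATA7*, a ratio of 1.49 (0.832 to 2.45), and 6 against 6.89 for *PTPN21*, a ratio of 0.870 (0.319 to 1.89). Every one of these intervals includes 1, with each dog read alone. For *SPATA7* the ratio lay above 1 in both dogs, so a shared level is not established. Of the alternatives tried, defining rods by a marker gate on each cell moved the mean *SPATA7* ratio of the dogs most, from 1.43 to 1.34, with 1.16 (0.802 to 1.62) in N350 and 1.53 (0.874 to 2.48) in N354. Within 1 dog the largest move was to 1.71 (0.935 to 2.87) in N350, under the filter of at most 5% over 13 mitochondrial genes. Without a mitochondrial limit, the rods of N354 held 2 or more UMIs of *SPATA7* more often than this model, 41 against 27.6, a ratio of 1.49 (1.07 to 2.02), and with a limit of at most 10% they did so too, 33 against 22.3, a ratio of 1.48 (1.02 to 2.08).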

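The 336 cones of N350 among the 9853 cells had a median of 3656 UMIs. Their level was 0.559 (0.444 to 0.694) for *SPATA7* and 0.648 (0.524 to 0.793) for *PTPN21*. Relative to the rods of the same dog, the level in cones was 0.813 (0.633 to 1.03) for *SPATA7* and 0.738 (0.587 to 0.919) for *PTPN21*. Of the alternatives tried, the marker gate moved these ratios most, to 0.727 and 0.602. With no mitochondrial limit, 295 cones were found in N350 and 185 in N354, with medians of 4492 and 3021 UMIs. The cells of N350 were the same in both sets, so its number of cones changed from 336 by clustering alone. The ratio of cones to rods was then 0.839 (0.654 to 1.07) in N350 and 0.717 (0.523 to 0.964) in N354 for *SPATA7*, and 0.711 (0.562 to 0.890) and 0.616 (0.416 to 0.884) for *PTPN21*. Over both dogs, the level in cones was 0.682 ± 0.153 (SD, n = 2 dogs) for *SPATA7* against 0.894 ± 0.296 in rods, and 0.576 ± 0.0772 for *PTPN21* against 0.868 ± 0.0281. The log2 fold change of cones over rods was -0.27 (SE 0.55) for *SPATA7*, with an adjusted p of 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12298 genes. For *PTPN21* it was -0.49 (SE 0.50), with an adjusted p of 0.952 from edgeR's test. With the dog as a block, which pairs the sums of each animal, edgeR gave -0.26 (SE 0.22, adjusted p = 0.502) for *SPATA7*. The block gave -0.51 (SE 0.26, adjusted p = 0.221) for *PTPN21* in edgeR. Both genes read lower in cones in 2 of 2 dogs, and neither difference passed the threshold of 0.05. At least 1 UMI of *SPATA7* was found in 20.5% (16.3 to 25.3) of the 336 cones, and at least 1 of *PTPN21* in 23.2% (18.8 to 28.1). Thinned to 1000 UMIs, these shares were 5.83% (3.37 to 9.31) and 6.86% (4.23 to 10.6), with 62 cones left out. The share of cones over that of rods thus went from 2.73 to 0.806 for *SPATA7* and from 2.43 to 0.750 for *PTPN21*. At equal depth, no difference between the share of cones and that of rods was detectable for either gene in N350. Per cell and as counted, cones of N350 held 2.99 (2.33 to 3.79) times the UMIs of rods for *SPATA7* and 2.71 (2.16 to 3.38) times for *PTPN21*. They held 2.95 (1.75 to 5.22) and 2.28 (1.47 to 3.64) times the UMIs per cell of the microglia and vascular cells. Among the 9853 cells, cones were thus above this background for both genes, and rods were not. Without a mitochondrial limit, these ratios for cones were 1.46 (0.73 to 3.32) and 4.83 (1.60 to 23.9), which does not separate *SPATA7*. Over the 12750 cells, 19.5% (14.0 to 25.9) of the cones of N354 held *SPATA7* and 13.5% (8.94 to 19.3) held *PTPN21*. After thinning, with 68 cones left out, 7.96% (3.58 to 14.1) and 5.75% (2.44 to 11.9) remained, against 9.97% (8.47 to 11.6) and 8.77% (7.41 to 10.3) of the rods, of which 1456 were left out. In the Poisson model with 1 rate, 11 cones of N350 held 2 or more UMIs of *SPATA7* against 11.4 expected, and 15 held 2 or more of *PTPN21* against 14.6. Over the 12750 cells, 11 cones of N354 did so for *SPATA7* against 7.96, a ratio of 1.38 (0.690 to 2.47). For *PTPN21* there were 6 against 3.87, a ratio of 1.55 (0.568 to 3.37), and both intervals include 1.

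**Figure D2:**
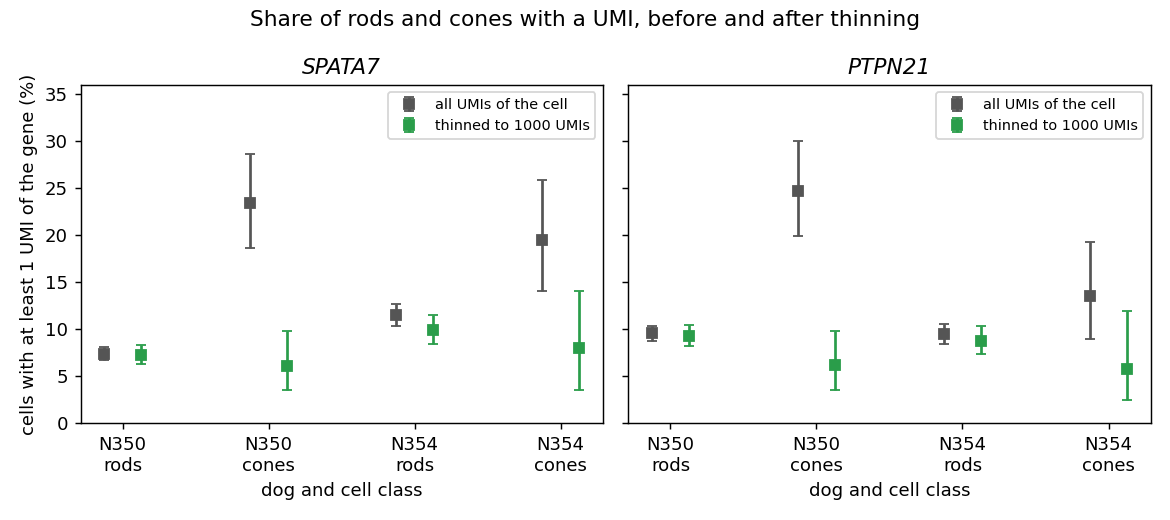
Share of rods and cones with at least 1 UMI of *SPATA7* or *PTPN21* (percent, vertical axis) in N350 and N354, as counted and after thinning every cell to 1000 UMIs, over the 12750 cells kept with no mitochondrial limit. Bars are exact binomial 95% intervals, and the cones lie above the rods as counted, with 19.5% of the cones of N354 for *SPATA7*, but not after thinning, with 7.96%.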

In cones, the expression levels of both genes were generally lower compared to the rods, suggesting moderate expression across a larger cone population. Additionally, both genes exhibited low-level expression in a few cells from other clusters, including Müller glia and amacrine cells. 

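Among the 9853 cells, 1124 Müller glia of N350, with a median of 6025.5 UMIs, had a level of 0.178 (0.149 to 0.211) for *SPATA7* and 0.201 (0.170 to 0.236) for *PTPN21*. Amacrine cells clustered with ganglion cells, and the joint class of 334 cells, with a median of 5797.5 UMIs, had levels of 0.449 (0.372 to 0.537) and 0.206 (0.155 to 0.268). In its only part led by amacrine markers, 32 cells, the levels were 0.378 (0.173 to 0.717) and 0.210 (0.0682 to 0.490). An unnamed cluster of 198 cells, whose highest list was amacrine, is not part of this class, so amacrine cells may be missing from these values. The 24 Müller glia of N354 held 1 UMI of *SPATA7* and 3 of *PTPN21*. At least 1 UMI of *SPATA7* was found in 11.0% (9.26 to 13.0) of the Müller glia and 25.1% (20.6 to 30.2) of the amacrine and ganglion cells of N350, and at least 1 of *PTPN21* in 11.4% (9.59 to 13.4) and 14.1% (10.5 to 18.3). Thinned to 1000 UMIs, the shares for *SPATA7* were 1.74% (1.02 to 2.77) and 4.14% (2.30 to 7.23), with 146 and 31 cells left out. For *PTPN21* they were 2.12% (1.33 to 3.26) and 2.08% (0.730 to 4.26). For *SPATA7* the thinned share of Müller glia could not be told from that of the microglia and vascular cells, 1.82% (0.534 to 4.92). For *PTPN21* the shares of Müller glia and of amacrine and ganglion cells lay below theirs, 4.36% (2.03 to 8.17), with intervals that overlapped. For Müller glia this decides little, because the background class may itself hold such cells. Over the same cells of N350 with no mitochondrial limit, that class held 48 cells, and Müller glia rose from 1124 to 1287. The *SPATA7* level of amacrine and ganglion cells was 2.10 (1.27 to 3.66) times that of microglia and vascular cells. Without a mitochondrial limit, where that class held 48 cells and 9 UMIs of *SPATA7*, the ratio was 1.39 (0.709 to 3.1) and did not separate them. The *PTPN21* level over that class was 0.625 (0.413 to 0.980) in Müller glia and 0.640 (0.397 to 1.06) in amacrine and ganglion cells among the 9853 cells. Without a limit, over 3 UMIs in that class, it was 1.97 (0.664 to 9.66) and 1.83 (0.595 to 9.12), which sets neither apart from it. In the same cells, the *SPATA7* level of amacrine and ganglion cells was 2.51 (1.97 to 3.20) times that of Müller glia in N350 and 1.88 (0.941 to 3.42) times in N354. A part of 47 Müller glia of N354 was led by *TAC1*, *TH* and *CALY*, and without it, a choice made after its genes were seen, the second ratio was 1.85 (0.926 to 3.37). The joint class differs in make-up between the dogs there, since a part led by ganglion markers holds 302 of the 378 cells of N350 and none of the 49 of N354. The log2 fold change of Müller glia over rods among the 9853 cells was -2.14 (SE 0.80, adjusted p = 0.140) for *SPATA7* and -1.63 (SE 0.92, adjusted p = 0.336) for *PTPN21* in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12093 genes. With the dog as a block, since the sums of a dog come from 1 animal, these became -1.71 (adjusted p = 0.00244) and -1.67 (adjusted p = 0.00449) in edgeR. With no mitochondrial limit, edgeR gave -1.22 (SE 0.56, adjusted p = 0.186) for *SPATA7* and -1.63 (SE 0.51, adjusted p = 0.0669) for *PTPN21*. The block again moved both past the threshold in edgeR, to -1.26 (adjusted p = 0.000157) and -1.64 (adjusted p = 6.87e-05). Müller glia were lower than rods in 2 of 2 dogs. For amacrine and ganglion cells over rods with no mitochondrial limit, edgeR gave -1.02 (SE 0.57, adjusted p = 0.279) for *SPATA7* and -2.48 (SE 0.55, adjusted p = 0.0236) for *PTPN21*. Both were lower in 2 of 2 dogs, but the 49 cells of N354 held only 3 UMIs of *PTPN21*. The block changed the call for *SPATA7*, to -0.84 (adjusted p = 0.00821) in edgeR.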

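Of all UMIs of *SPATA7* in the 8539 cells of N350 among the 9853, 46.2% (43.1 to 49.4) lay in rods, 13.8% (11.7 to 16.1) in Müller glia and 8.34% (6.68 to 10.3) in cones. For *PTPN21*, 57.4% (54.3 to 60.5) lay in rods, 15.1% (12.9 to 17.5) in Müller glia and 9.40% (7.66 to 11.4) in cones. Cones were 3.93% of these cells and held 6.33% of all UMIs, and rods were 65.2% of the cells and held 28.5% of all UMIs. Over the 12750 cells, the rods of N354 held 58.1% (54.2 to 61.9) of the UMIs of *SPATA7* and 73.4% (68.8 to 77.6) of those of *PTPN21*. The cones of that dog, 4.39% of its cells, held 7.56% (5.67 to 9.85) and 8.21% (5.72 to 11.3). Against Müller glia, the level in cones of N350 among the 9853 cells was 3.13 (2.35 to 4.16) times as high for *SPATA7* and 3.22 (2.47 to 4.2) times as high for *PTPN21*. Against amacrine and ganglion cells it was 1.24 (0.927 to 1.66) and 3.15 (2.23 to 4.48) times as high. Without a mitochondrial limit, the log2 fold change of cones over Müller glia was 0.96 (SE 0.56, adjusted p = 0.361) for *SPATA7* and 1.14 (SE 0.51, adjusted p = 0.218) for *PTPN21* in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the dog as a block these became 1.01 (adjusted p = 0.00300) and 1.12 (adjusted p = 0.00483) in edgeR. Over amacrine and ganglion cells, edgeR gave 0.76 (SE 0.57, adjusted p = 0.523) for *SPATA7* and 1.99 (SE 0.55, adjusted p = 0.0707) for *PTPN21*. The block changed the second call, to 1.95 (adjusted p = 0.000451) in edgeR, where the 49 amacrine and ganglion cells of N354 held only 3 UMIs of *PTPN21*. In each of these comparisons cones were higher in 2 of 2 dogs. The paper reads the expression from violin plots (Fig 3C). From a narrow, pronounced peak in rods it states that few rods express the genes at a high level, and from a broader distribution in cones it proposes that a greater proportion of cones express them. The paper also describes low-level expression in a few cells of other clusters. Its overall statement puts the expression of both genes mainly in cones.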

Overall, *PTPN21* and *SPATA7* were found to be predominantly expressed in cones in the normal adult canine retina (Fig 3).

**Fig 3:**
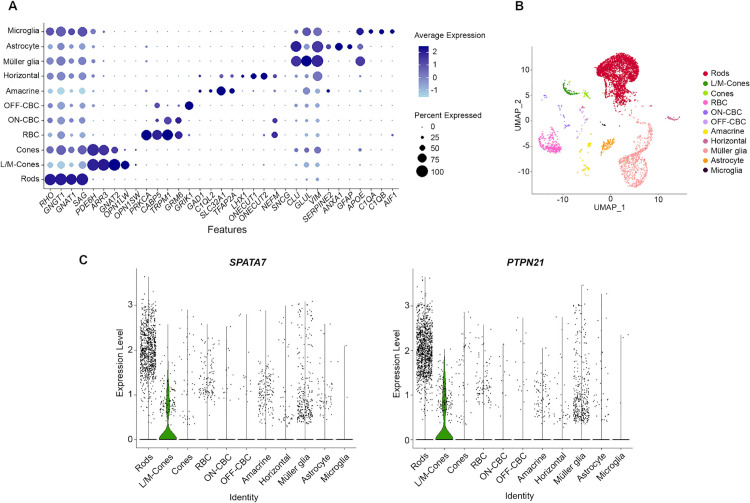
Single-cell RNA sequencing analysis of *PTPN21* and *SPATA7* expression in the retinas of two normal adult dogs (N350 and N354) at 40 weeks of age. **(A)** Dot plot showing selected marker genes used to identify major retinal cell clusters. **(B)** UMAP plot depicting the distribution of identified retinal cell types. **(C)** Violin plots illustrating expression of *SPATA7* and *PTPN21* across retinal cell types. Expression of both genes was notably higher in rod photoreceptors but was restricted to a small subset, as indicated by the narrow yet pronounced peaks in the rod clusters. In contrast, a broader distribution of expression was observed in cone photoreceptors, suggesting that a greater proportion of cone cells express these genes.

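Read as ln(1 + UMIs per 10000 UMIs of the cell) and averaged over the cells with at least 1 UMI, the value in rods of N350 among the 9853 cells was 2.19 for *SPATA7* and 2.22 for *PTPN21*. In N354 it was 2.47 and 2.37, which gives 2.33 ± 0.196 and 2.30 ± 0.107 (SD, n = 2 dogs). In cones of N350 it was 1.21 and 1.18, so that cones minus rods was -0.986 for *SPATA7* and -1.04 for *PTPN21*. Rods with a UMI of *SPATA7* had a median of 1355 UMIs of all genes in N350, and cones with one had a median of 6939. For *PTPN21* these medians were 1282 and 7262. A single UMI made up the whole count of *SPATA7* in 93.1% of such rods and 84.1% of such cones, and the whole count of *PTPN21* in 92.1% and 80.8%. On this scale 1 UMI counts for more in a cell with fewer UMIs. With each cell thinned to 1000 UMIs, the largest change among the alternatives tried, cones minus rods was -0.0234 and -0.0239, a value near 0 by construction where nearly every count is 1. Between 1000 and 2000 UMIs per cell, 249 rods with *SPATA7* read 2.13 and 6 cones read 2.10, and 305 rods with *PTPN21* read 2.15 and 5 cones read 2.09, which is near by construction for the same reason. With no mitochondrial limit, the cones of N354 read 1.24 for both genes, and its rods 2.31 for *SPATA7* and 2.24 for *PTPN21*.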

To determine the impact of the *[SPATA7/PTPN21]DEL* variant, RNA was extracted from control and mutant skin fibroblasts as affected retinal tissues were not available in replicates. Separate fibroblast cultures were done from skin biopsies of a genotyped case (SP12, see Fig 4A), RNA was extracted, and cDNA synthesized (in duplicate from two different fibroblast cultures, also see S4 Fig). The same was carried out on cultured skin fibroblasts of two different canine controls. Initially, standard PCR amplifications targeted at regions of the transcript not affected by the deletion were successful using both case- and control-derived cDNA; targeting exons in the deleted region only resulted in amplicons from control-derived cDNA (detailed in Fig 4A). To assess on whether the mutant transcript was detectable in amounts comparable to the WT, we ran a semi-quantitative (real-time) PCR using RNA from fibroblast from two cases and two controls dogs. Two different reactions targeted a region in the transcript shared by WT and mutant, and the region lost in the mutant. Amplification of the shared region of the transcript (two biological, three technical replicates each) did not show any significant difference in expression between the WT and mutant dogs (Fig 4B).

**Fig 4:**
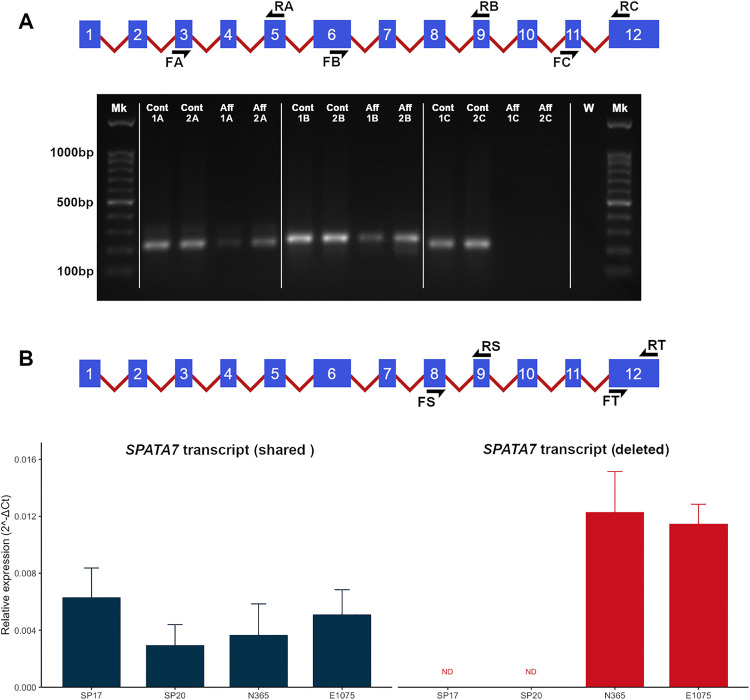
Expression of the *SPATA7* transcript in cultured fibroblasts. **(A)** Top: Schematic of the *SPATA7* transcript showing the location of primers used to amplify amplicon A (exons 3-5, 230 bp), amplicon B (exons 6-9, 252 bp), and amplicon C (exons 11-12, 221 bp). Bottom: Products of PCR on cDNA from two fibroblast cultures (“1” and “2”) derived from one control (“Cont”) and one affected (“Aff”) dog showing the absence of amplicon C (exons 11-12) in the affected dog. W: water control. Mk: ladder. **(B)** Schematic of the *SPATA7* transcript showing the location of primers used for real-time PCR (shared: 99 bp, Exon 8 to 9; deleted in affected: 99 bp, Exon 12) (top). Mean ΔCt values (±SEM or standard deviation) of amplification from cDNA from cultured fibroblasts derived from control (N365 and E1075) and affected (SP17 and SP20) dogs relative to *GAPDH* (bottom). PCRs were performed in triplicate for each sample. ΔCt values were compared between pooled affected SPs (SP17 + SP20) and pooled controls (N365 + E1075) using Welch’s t-test. There was no significant difference (SPs/Others = 1.00, 95% CI 0.57–1.76; p = 0.992). Note that the higher value of the deleted region amplicon exclusive to the controls is due to higher efficiency of that reaction compared to the shared Exons 8 and 9 target. ND = not detectable.

Analysis of the expression pattern of *PTPN21* in normal canine retina indicated that *PTPN21* has isoforms with alternate splicing suggesting a split of the whole transcript at the level of exon 12, and the variant we describe leaves at least one of the *PTPN21* transcripts (each one coding for a different active domain) intact (see S1 File).

The results indicate that the mutated *SPATA7* transcript is truncated and not subjected to nonsense-mediated decay. Careful observation of the RNA-seq data of the case we generated, shows absence of splicing of Exon10 and the mutant transcript ending after exon 9 (S4 Fig and S2 File). The variant leads to a deletion of the 3’-end of the *SPATA7* transcript: XM_038545497.1:r. 1,314_1,629delins[g.60,018,954–60,018,990]. This results into a substitution of an Asp into a Glu in position 361 and a premature stop codon immediately thereafter p.(XP_038401425.1: Asp361GlufsTer2), reducing the predicted protein from 595 to 361 AA (total loss 40% of the protein.

### Immunocytochemistry of canine retina and fibroblasts

Retinal tissue from one case (SP29) and one control (EM540) were collected; we also used fibroblast cilia as an additional surrogate system for the sensory cilium of photoreceptors. The aim was to assess whether the subcellular localization of endogenous SPATA7 and PTPN21 is influenced by the variant. Immunocytochemistry following induction of ciliogenesis of canine skin fibroblasts (CSFs) derived from affected and control dogs failed to detect specific signals of SPATA7 protein by conventional immunocytochemistry with two different antibodies targeting epitopes that are not present in truncated protein (SPATA7 (Inter) or or partially included in the predicted, truncated protein (SPATA7 (C-term) (retinal results in Fig 5; fibroblasts in S5 Fig; antibodies epitope sequences in Section C in S2 File). Subsequently, we used U-ExM [29], to identify endogenous SPATA7 in retina and fibroblast cilia. SPATA7 exhibited localization in the connecting cilium in retina (Fig 5) and near the transition zone above the mother centriole in fibroblast primary cilia (S5 Fig), consistent with previous findings [30]. In contrast, the SPATA7 signal was completely absent in the mutant retinal cilium, and in the transition zone in the cilia in affected dog fibroblasts (S5 Fig). In fibroblasts, PTPN21 signals were observed in the cytoplasm, particularly pronounced at the base of the primary cilia in both genotypes under non-expanded condition. However, U-ExM samples failed to reveal PTPN21 localization specifically to the primary cilia. Nonetheless, no significant differences in the expression pattern of PTPN21 were observed between cells from affected and control dogs.

**Fig 5:**
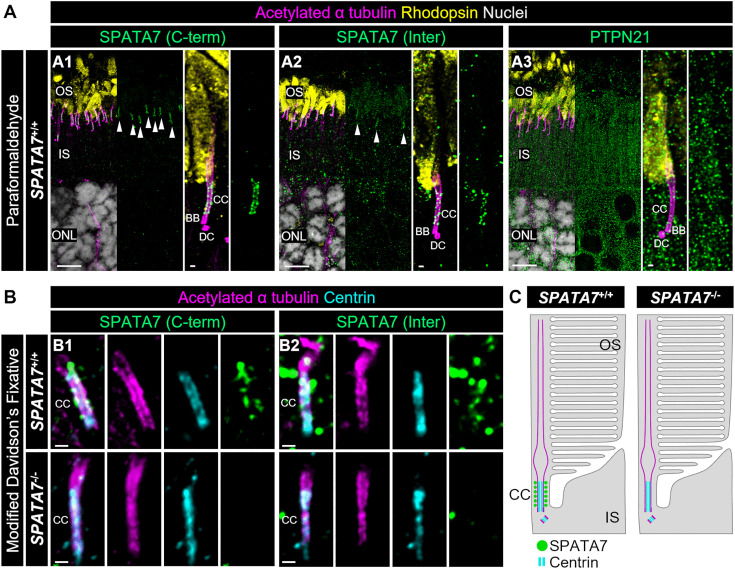
Staining of endogenous SPATA7 and PTPN21 in canine retina using U-ExM. **(A)** Confocal images of paraformaldehyde-fixed adult control (*SPATA7*^*+/+*^) retina processed by U-ExM and IHC for the C-terminal region of SPATA7 (green, A1), the internal region of SPATA7 (green, A2), and PTPN21 (green, A3). The ciliary axoneme and rod outer segment were visualized by labeling with acetylated α-tubulin (magenta) and rhodopsin (yellow), respectively. White arrowheads in the widefield views (left) indicate the specific SPATA7 signal pattern along the CC. The right panels show highly magnified views of individual rod photoreceptors. While the SPATA7 is located in the ciliary axoneme (A1,2), PTPN21 is not (A3). **(B)** Immunolabeling for the C-terminal (green, B1) and internal (green, B2) regions of SPATA7 in *SPATA7*^*+/+*^ (upper panels) and *SPATA7*^*-/-*^ (lower panels) retinas fixed with Modified Davidson’s Fixative. The CC was visualized using centrin, a scaffolding protein of the CC inner structure (cyan). SPATA7 is located in the connecting cilium of normal retina, but not in the mutant. **(C)** Schematic representation illustrating the localization and absence of SPATA7 protein in the CC of *SPATA7*^*+/+*^ (left) and *SPATA7*^*-/-*^ (right) retina, respectively. Scale bars: 5 μm (widefield view) and 200 nm (high-magnification view), after correction for expansion factor. BB, basal body; CC, connecting cilium; DC, daughter centriole; IS, inner segment; ONL, outer nuclear layer; OS, outer segment.

### *Ptpn21* knockout mouse

To investigate a potential contributory role of *PTPN21* on the retinal disease phenotype, we analyzed *Ptpn21*^*-/-*^ knockout (KO) mice that were previously generated by deleting exons 3–10 through a conventional gene targeting approach, resulting in a *Ptpn21* null allele [31]. These mice show undetectable *Ptpn21* mRNA and display defective retention of hematopoietic stem cells in in the niche due to cell mechanical defects [31]. Our macroscopic examination revealed that the eyes of these mice were fully formed and that all intraocular structures were normal. Microscopic examination of the retinas of young (1.6 months) and older (5.3 months) *Ptpn21*^*-/-*^ KO mice showed no retinal abnormalities (Fig 6A, 6B, 6D, and 6F). In addition, we carried out IHC for rod- and cone- (L/M and S-cone) specific opsins in ocular tissue sections from *Ptpn21*^*+/+*^ and *Ptpn21*^*-/-*^ KO mice. The expression and localization of the tested proteins were normal (Fig 6, C1, C2, F1, F2).

**Fig 6:**
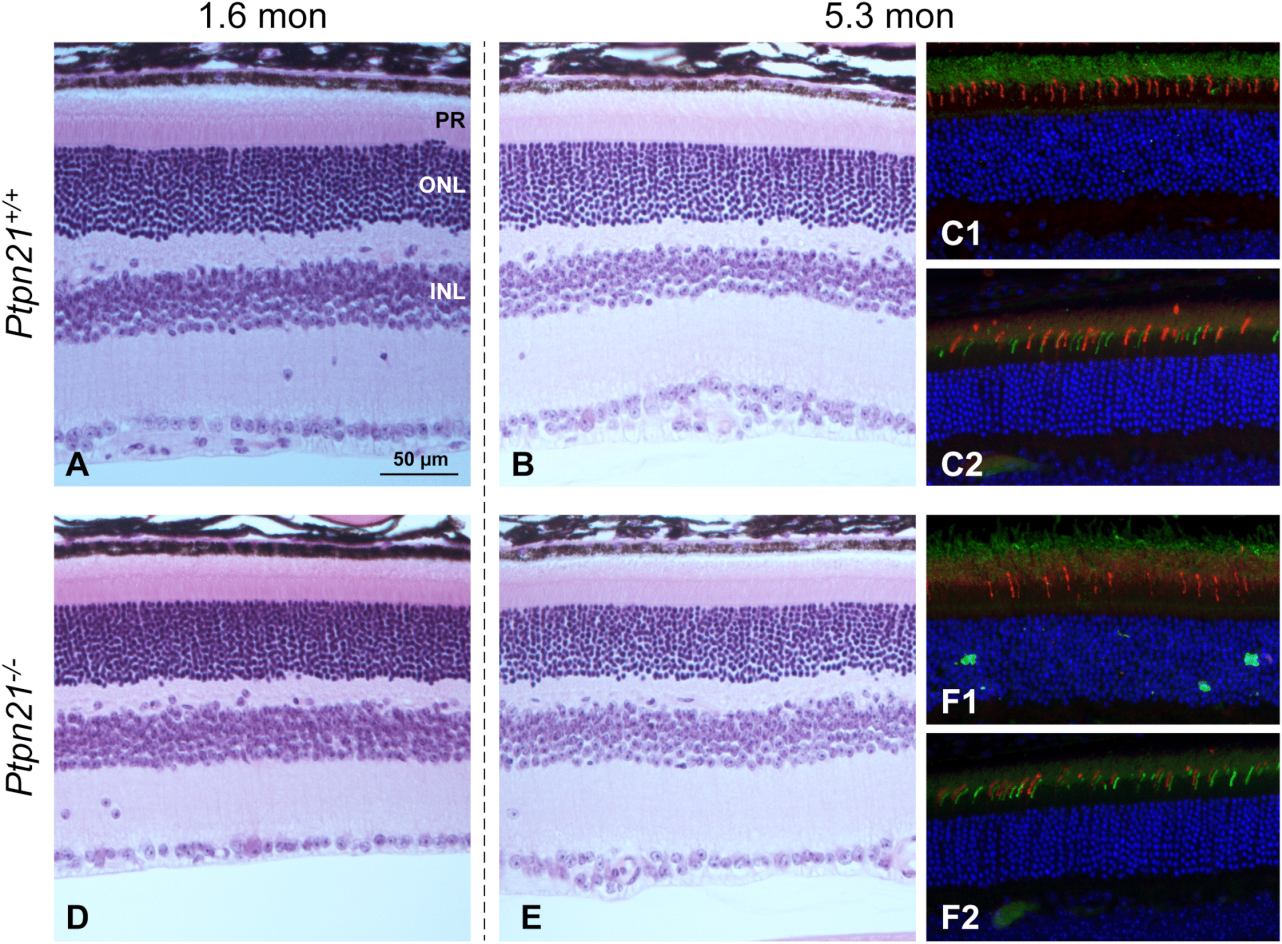
H&E-stained paraffin-embedded (A, B, D, E) or immunolabeled (C1_,_ C2, F1, F2) murine retinal sections from wild-type mice (*Ptpn21*^*+*^^*/*^^*+*^) and homozygous *Ptpn21*^*-/-*^KO mice. Each pair, 1.6 and 5.3 months of age, were collected after euthanasia, and fixed in modified Davidson’s solution. In both wild-type and KO, and at both time points, no observable abnormalities in the retinal structure were detected. In both the wild-type and KO mice, there is normal expression and localization of rod (green) and M-cone (green) opsins (C1, F1) or M- (red) and S- (green) cone opsins (C2_,_ F2). Distribution of the different M- and S-cone classes varies by topography and orientation of the sections [68]. Calibration scale (50µm) applies to all sections.

## Discussion

In the present study we describe a new autosomal recessive retinal disorder in the SP. Affected dogs show severe cone visual system impairment accompanied by a less severe and more slowly progressive dysfunction and degeneration of the rod cells. The condition, previously referred to as Day Blindness/Retinal Degeneration, is a cone-rod dystrophy that could be included under the Leber congenital amaurosis (LCA) rubric as it causes severe visual impairment or blindness soon after birth.

The combined effort of genealogy reconstruction, precise phenotyping, genetic mapping, and whole genome sequencing along with the use of canine variant databases helped to detect a large structural variant, a deletion removing the 3’-parts of two different genes, *SPATA7* and *PTPN21*, both of which are expressed in the retina. 

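In the 336 cones of N350 among the 9853 cells, 69 cells held *SPATA7*, 78 held *PTPN21* and 19 held both. If the genes were detected independently, given the depth of each cell, 22.4 cones would hold both, a ratio of 0.848 (0.510 to 1.32). The cones held 81 UMIs of *SPATA7* and 94 of *PTPN21*, a ratio of 0.862 (0.632 to 1.17). Over the 12750 cells, 11 of the 185 cones of N354 held both genes against 9.75 expected, a ratio of 1.13 (0.563 to 2.02), and *SPATA7* had 50 UMIs against 33 of *PTPN21*, a ratio of 1.52 (0.957 to 2.43). Neither an excess nor a lack of cones with both genes was detectable at this depth, and the 2 levels in cones could not be told from each other by counting error in either dog. In rods of N350, 55 cells held both genes against 50.6 expected. In N354 the numbers were 8 against 15.8, a ratio of 0.507 (0.219 to 0.999), and with no mitochondrial limit 30 against 40.5, a ratio of 0.741 (0.500 to 1.06). The counts sum all transcripts of a gene and do not separate the transcripts of *PTPN21*.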

The variant lies in a relatively old and consequently small shared haplotype in the SNP-genotyped cases. scRNA-seq analysis of normal canine retinas showed that both genes have a similar pattern of expression in cones, with at least one *PTPN21* transcript being unaffected by the deletion. In this study, we focused on determining how the two genes, alone or in combination, are responsible for the disease. In inherited disorders involving large structural variants, such as large deletions, it is not always immediately clear whether all the genes involved are all equally responsible for the phenotype [32,33]. Retinal degeneration and other ocular conditions associated with a large deletion have been reported in both humans and dogs, but are uncommon [15,34,35].

Because the variant affected two genes expressed in canine retina, it was necessary to determine if *SPATA7* and/or *PTPN21* were responsible for the disease phenotype. The *Ptpn21*^*-/-*^ KO mouse [31] excluded association of *Ptpn21* with the retinal disease. In contrast, the causative role of *SPATA7* in human retinopathies is well established [28,36–39], as its role in the photoreceptor connecting cilium [30,40]. Of significance is that *Spata7*^*-/-*^ KO mice have a severe retinal phenotype [41] while the present study established that the retina and photoreceptors of *Ptpn21*^*-/-*^ KO mice are structurally normal.

*SPATA7* is evolutionarily conserved in mammals and encodes a protein mostly expressed in spermatocytes and retina. The gene was first identified in spermatocytes, as a gene with a differential expression in specific stages of spermatogenesis [42,43]. The identified human transcripts show an alternate splicing of exon 3; transcripts including this exon are more abundantly expressed in neuronal tissues such as cerebellum, and retina, while the variant lacking exon 3 is more predominantly expressed in testis [39,43]. Canine retinal transcripts also show exon 3 spliced-in.

The interaction between SPATA7 and the protein complexes that maintain the ciliary gate/barrier regulate both ciliogenesis and protein trafficking within the cilium [30]. In the newly identified distal zone of the connecting cilium (CC), SPATA7 interacts with other photoreceptor-specific proteins, e.g., RPGR, RPGRIP1 and others [30]. SPATA7 is not only necessary for ciliogenesis and photoreceptor development; but in mature photoreceptors, it is required continuously to maintain the integrity of the CC; when eliminated in conditional KO mice, rapid photoreceptor degeneration ensues [40].

In murine photoreceptors, stochastic optical reconstruction microscopy has been used to analyze the connecting cilium, which can be divided in proximal and distal, identifying the latter as a photoreceptor-specific extension of the ciliary transition zone, and highlighting the role of SPATA7 in its maintenance [44]. A recent report using U-ExM showed that SPATA7 is localized surrounding the tubulin axoneme, and confirmed its localization at the distal zone of the connecting cilium in canine photoreceptors [29]. In addition, Eblimit et al. suggested that photoreceptor-specific loss of *Spata7* in can result in altered trafficking of cilium proteins and Rpgrip1 mislocalization in the connecting cilium [41], and that loss of *Spata7* in mouse is sufficient to cause photoreceptor degeneration, suggesting an essential role in both rod and cone function and survival [44].

U-ExM was carried out on photoreceptor cells from one affected dog; furthermore, skin fibroblasts that were preconditioned to undergo ciliogenesis and used as an additional surrogate model system. In photoreceptor, SPATA7 is shown in the ciliary axoneme while PTPN21 is not in the control. SPATA7 signal is absent in the case. The U-ExM imaging of fibroblasts in this study demonstrated that endogenous SPATA7 protein is located near the transition zone above the mother centriole in primary cilia, whereas this signal was absent in cells from an affected dog. The consistent results with two different antibodies and two different cellular tissues strongly suggests that loss of SPATA7 in the affected dogs leads to the mislocalization of key ciliary proteins, similar to that observed in the *Spata7*^*-/-*^ KO mouse [30]. Conversely, PTPN21 was expressed near the base of the primary cilium in fibroblasts from an affected and a control dog in conventional non-expanded immunostaining. Since the Golgi apparatus is distributed near the base of the primary cilium [45], the subcellular localization of PTPN21 observed in fibroblasts aligns with a previous report indicating the localization of PTPN21 in the endosomes and the Golgi apparatus [46].

Wang first identified variants in SPATA7 associated with Leber Congenital Amaurosis (LCA) [36]. The authors observed that LCA variants were centrally positioned in the SPATA7 transcript, while early onset RP variants tended to occur in the last two exons. More than 90% of the reported SPATA7 pathogenic variants in human are truncating in nature (frameshifts and nonsense). However, missense variants and compound heterozygous combinations are reported [38,39,43,47,48]. In addition, a large deletion [49] also has been identified, which shows a high degree of variability in the type of variants reported. Therefore, it appears that several heterogeneous genetic variants in the *SPATA7* gene lead to disease with a similar cluster of pathological features. Observably, the effect of the canine *[SPATA7/PTPN21]DEL* variant is comparable to frameshifts and premature stop codons affecting the terminal part of SPATA7, in a similar way to findings reported by Sengillo and Lee [38].

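Rods and cones together, 5902 cells of N350 among the 9853, had a level of 0.664 for *SPATA7* and 0.837 for *PTPN21*. The 2439 other named cells of that dog had levels of 0.278 and 0.220, so that photoreceptors were 2.39 (2.10 to 2.73) times as high for *SPATA7* and 3.80 (3.32 to 4.36) times as high for *PTPN21*. An unnamed cluster of 198 cells, whose highest list was amacrine, is left out of these other cells. In N354, whose photoreceptors in this set were rods only and whose other named cells numbered 50, the ratios were 3.44 (1.63 to 8.70) and 6.56 (2.19 to 32.2). Without a mitochondrial limit, the ratios were 2.36 (2.07 to 2.70) and 3.84 (3.35 to 4.40) in N350 and 2.40 (2.02 to 2.86) and 5.17 (3.97 to 6.82) in N354. In every case the counting interval lay above 1, in 2 of 2 dogs. Free RNA of a like amount in each droplet, however, raises such a level more in a shallower class such as rods. Per cell, rods of N350 among the 9853 cells held 0.0807 UMIs of *SPATA7* and 0.103 of *PTPN21*, and cones 0.241 and 0.280. Müller glia held 0.119 and 0.134, above rods and below cones, so the order depends on the measure. Photoreceptors of N350 held 34.8% of all UMIs among the 9853 cells, but 54.6% (51.4 to 57.7) of the UMIs of *SPATA7* and 66.8% (63.8 to 69.7) of those of *PTPN21*.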

In conclusion, while the two genes, *SPATA7* and *PTPN21* are expressed in canine retina, especially cone and rod photoreceptors, our studies clearly demonstrate that the deficiency in SPATA7 and not PTPN21 is responsible for the early onset Day Blindness/Retinal Degeneration phenotype present in SP that models the LCA and cone-rod dystrophy phenotype reported in some patients [37,39,50].

## Materials and methods

### Ethical Statement

The research was conducted in full compliance with the Association for Research in Vision and Ophthalmology (ARVO) Resolution on the Use of Animals in Ophthalmic and Vision Research, and approved by the University of Pennsylvania Institutional Animal Care and Use Committee (IACUC - 806301).

### Canine sample pool

Standard poodles manifesting severe or complete day blindness were used in the study. The disease was initially termed achromatopsia as it was clinically similar to a previously identified genetic disorder in other breeds which was referred to as achromatopsia or cone degeneration [51–53]. Initially, seven dogs (SP03, SP04, SP05, SP06, SP07, SP12, SP20, S1 Fig) were examined by referring veterinary ophthalmologists and/or one or more of the authors (GDA, VLD, WAB), and their family information collected. Eight more SPs were later identified and added to the dataset to compare the phenotypes with our genetic findings. These cases, including blood samples, clinical examination records, and, where possible, complete pedigrees, were submitted to a canine DNA testing company (OptiGen LLC, Ithaca, NY) founded by one of the authors (GDA) for archiving and use in gene discovery and mutation identification.

Additionally, we outcrossed an affected dog (SP12) to two non-affected mix-breed females and backcrossed the progeny to SP12; the descendants included non-affected dog SP15 and affected dogs SP16 and SP17. In addition, cases were collected after the mapping and identification of the proposed variant (Table 1, 21 affected dogs in total). Tissue from SP29, an affected pup that died from unrelated medical issues, was subsequently collected and included in the study. For candidate variant genotyping, 63 unaffected SPs were added to the sample pool. Finally, a Goldendoodle (Golden retriever and SP intercross backcrossed to a SP) showing the same phenotype was added to the sample pool after variant identification.

### Pedigree analysis

Described in S3 File

### Clinical and non-invasive studies

Samples obtained from the OptiGen archive came from dogs that had been examined by board certified veterinary ophthalmologists (DACVO) and determined to have severe visual impairment mainly under bright photopic conditions and, in young dogs, absence of any ocular abnormalities based on dilated eye examination using indirect ophthalmoscopy and biomicroscopy. Electroretinography (ERG) was performed on three of the dogs (Table 1, SP09, SP10 and SP18), and all showed absence of cone responses. Focal atrophy of the fovea-like region [54], evident by focal hyperreflectivity, was not recognized or noted in any of these clinical cases. However, one case showed this lesion on the fundus pictures that accompanied the case record while a second one did not.

#### Clinical testing.

The dogs examined in our research facility (Table 1: SP07, SP12, SP15, SP16, SP17, SP20) received a dilated fundus examination, slit-lamp biomicroscopy and fundus photography (Kowa RC2, Genesis or RetCam retinal cameras). Subjective vision testing was done in the examination area under dim and standard room light conditions with obstacles placed at random locations in the room.

#### Electroretinography.

Full-field flash ERGs carried out in our research facility were recorded with an Espion ERG system (Diagnosys, Lowell, MA, USA) under general anesthesia (induction with intravenous propofol; maintenance with isoflurane) using a custom-built Ganzfeld dome fitted with the LED stimuli of a ColorDome stimulator (Diagnosys) as previously described [55,56]. Waveforms were processed with a digital low-pass 50-Hz filter to reduce recording noise if necessary. After 20 min of dark adaptation, rod- and mixed rod-cone-mediated responses (averaged 4 times) to single 4-ms white flash stimuli of increasing intensities (from -3.74 to 0.5 log cd• s m^-2^) were recorded. After 5 min of white light adaptation (1.025 log cd• s m^-2^), cone-mediated signals (averaged 10 times) to a series of single flashes (from 2.74 to 0.5 log cd• s m^-2^) and to 5-Hz (averaged 20 times; from 2.74 to 0.25 log cd• s m^-2^) and 29.4-Hz flicker (averaged 20 times; from 2.74 to 0.25 log cd• s m^-2^) stimuli were recorded. These protocols separately assessed rod- and cone-mediated responses [56].

### Mapping of the causative variant

#### Dogs and single nucleotide variant genotyping.

Blood or buccal swab-derived genomic DNA samples from 84 SPs, 21 affected and 63 unaffected were collected. Of these, 6 cases and 46 controls were used for SNP chip genotyping performed using the CanineHD BeadChip (Illumina, San Diego, CA), see Table 1. For the first batch of 6 cases and 16 controls we used the 170k chip; the version containing 220k evenly distributed SNPs was used for the subsequent genotyping of the remaining 30 dogs, following standard protocols as recommended by the manufacturer. SNP data deposited in Dryad repository [57].

#### Genome-wide association.

We used the GenABEL package for GWAS [58]. Quality control removed markers and individuals with call rates <95%, markers with <5% minor allele frequency (MAF), and markers strongly deviating from Hardy-Weinberg equilibrium. The preliminary MDS plot and ancestry analysis confirmed a stratified population; therefore, the association was completed using a mixed model. The Manhattan plot was analyzed to search for suggestive or associated peaks, prioritizing markers above the Bonferroni correction.

#### Homozygosity mapping.

Homozygosity mapping was carried out with PLINK v.1.9 (“--homozyg” and “--homozyg group” commands) to detect extended intervals of homozygosity with shared alleles [59]. No minimal size threshold for homozygous intervals was specified.

#### Whole genome sequencing.

DNA from the affected SP03 (**Table 1**) was used for whole genome sequencing, and the reads mapped to the dog reference genome canFam4 (UU_Cfam_GSD_1.0, 353,260,936 paired-end reads generated by Casava 1.8). After alignment, the SAM file obtained by Burrows-Wheeler Aligner (BWA) was converted to a BAM file and sorted using SAMtools [60] and after removing PCR duplicates with Picard tools (http://sourceforge.net/projects/picard/) the sorted BAM files were visualized using Integrative Genomics Viewer (IGV) [61]. Fastq deposited in Dryad repository [57].

#### SNV and short indel discovery.

Variant calling was carried out using GATK (version 2.4.9) in the “HaplotypeCaller” mode, with the output set to variant call format (vcf v4.0); the raw calls for all samples and sites were flagged using the standard variant filtration module of GATK (see “best practice” documentation of GATK, version 4) [62]. The prediction of the functional impact of the called variants was done with SnpEff, comparing the data with the canFam4 assembly [63]. Discordant variants also were verified visually using IGV and compared to a database of BAM file our group generated from internal projects and the Dog10K genome project [26,27] to filter out any variant occurring in control dogs.

As additional filtering, candidate variants were converted to the CanFam3.1 reference using the UCSC LiftOver remapping service (https://genome.ucsc.edu/cgi-bin/hgLiftOver, accessed 08/03/2025). Candidate variants in the homozygous interval present in the cases were also filtered against the Dog Biomedical Variant Database Consortium (DBVDC), using the software BCFtools [58], plus additional searching was done in the European Variation Archive variant browser (https://www.ebi.ac.uk/eva/?Variant-Browser, accessed 08/03/2025).

#### Structural variants and mobile elements discovery.

Delly2 was used to detect five types of structural variants in the BAM files: duplications, inversions, insertions, deletions and translocations [64]. BAM files from unrelated dogs of other breeds generated by our group were used as controls. The commands for each of the possible variant type were executed separately and the variants called verified in the called vcf of the internal controls Each of these analyses was carried out focusing on the mapped candidate region which was also visually scanned on integrative genome browser [61]. The variants were then filtered again with internally generated data and the Dog10K genome project [26,27] to check if they occurred in the same or other breeds.

### Variant genotyping

The *SPATA7/PTPN21* deletion boundaries were verified in the cases by re-sequencing targeted PCR products using Sanger sequencing, and data were visualized using 4Peaks (https://nucleobytes.com/4peaks/). PCR primers were designed using PRIMER3 [65], amplified with AmpliTaqGold360Mastermix (Life Technologies, Carlsbad, CA), and products were run on 1.5% agarose gel, 0.5 μg/mL ethidium bromide. All the coordinates are canFam4. Using flanking primers for the *SPATA7/PTPN21* deletion, three primers were designed: a shared reverse primer R (GATCGGGACTCTGGGATTGT, chr8:60,040,599–60,040,618), and two forward primers: F1 (GGCCTATAGAGAGTGGCATGA, chr8: 60,022,391–60,022,410) anneals on one side of the deletion, and F2 (AAGAGAGAGCCCCTGGTTTC, chr8:60,040,187–60,040,206) is within the deletion. F2-R PCR is amplified only in wild-type alleles (431 bp), because the F2 position is missing in cases. The F1-R amplification only happens in mutant alleles (360 bp) – the distance is too long to be amplified in the wild-type allele. The products and the boundaries of the deletion were verified by Sanger sequencing.

### Estimation of the age of the mutation

Described in S3 File.

### RNA transcript analysis and RT-PCR

Described in S3 File.

### Single-cell RNA sequencing analysis of normal canine neuroretina

Neuroretinal punches were obtained from two normal male dogs (age = 40 weeks). The samples were pretreated with 0.25% trypsin for 10 minutes and dissociated into single cells using the Miltenyi Biotec Neural Tissue Dissociation Kit – Postnatal Neurons (Cat. No. 130-094-802, Miltenyi Biotec Inc., Auburn, CA, USA). For each sample, approximately 10,000 cells were loaded onto the 10X Genomics Chromium Next GEM Chip G, and cDNA libraries were prepared using the Chromium Next GEM Single Cell 3’ Reagent Kits v3.1, following the manufacturer’s protocol (10X Genomics, Pleasanton, CA, USA). Sequencing was performed on the Illumina NextSeq 500 platform (Illumina, San Diego, CA, USA).

Sequencing data were processed using the Cell Ranger pipeline (10X Genomics), with alignment to the Canis familiaris reference genome (canFam6). Raw gene expression matrices for each sample (N350 and N354) were imported into Seurat (v5.0.0) using the Read10X and CreateSeuratObject functions, with a minimum threshold of 200 detected features per cell and a requirement of at least 3 cells expressing each gene.

Quality control (QC) metrics were calculated on the merged dataset using the PercentageFeatureSet function. Cells with >5% mitochondrial gene content were excluded to remove low-quality or apoptotic cells. Following initial QC filtering, a total of 10,264 cells were retained. 

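At least 200 detected genes were found in 8895 cells of N350 and 4387 of N354, and 5 cells of each dog fell short. Keeping cells with less than 5% of their UMIs on gene names that start with MT- left all 8895 cells of N350 and 1369 of N354, 10264 in total. In N350 only 1 gene name starts with MT-, against 12 in N354, and the median share of UMIs on such names was 0% in N350 and 7.80% in N354. Over the 13 mitochondrial protein genes, found in both dogs under one or another name, the median share was 6.32% in N350 and 7.87% in N354. Taken over these 13 genes, a limit of at most 5% left 3247 cells of N350 and 1361 of N354, and a limit of at most 10% left 6814 and 2824. Of 2956 rods of N354 in clusters made with no mitochondrial limit, 1281 had less than 5% on MT- names, or 43.3% (41.5 to 45.1). Of its 185 cones none passed, 0 of 185, which allows a share of up to 1.62%. The median share over the 13 genes was 6.13% in those rods and 11.9% in those cones.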

Putative doublets were identified and removed using DoubletFinder (v2.0.6), with parameter optimization performed using paramSweep and find.pK. After doublet removal, 9,853 high-confidence singlet cells remained for downstream analysis.

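The 4.00% of cells with the highest Scrublet doublet score were left out in each dog, the share that the paper removed. This left 8539 cells of N350 and 1314 of N354, so that the total of 9853 follows from the share by construction. Scrublet's own threshold marked 0.011% of the cells of N350 and 0.292% of those of N354, too few to be used. The cells kept held 22912342 UMIs in N350, a median of 1277 per cell, and 1428124 UMIs in N354, a median of 901. Without removing doublets, the ratio of the level in cones to that in rods of N350 was 0.843 for *SPATA7* and 0.764 for *PTPN21*. When a share of cells 2 times as large was removed, it was 0.828 and 0.685.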

Each dataset was normalized using the SCTransform function. The top 3,000 most variable features were selected using SelectIntegrationFeatures, and datasets were integrated using FindIntegrationAnchors and IntegrateData (SCT workflow). Dimensionality reduction was performed using principal component analysis (PCA) followed by Uniform Manifold Approximation and Projection (UMAP), based on the top 30 principal components. The final integrated dataset included 9,853 high-quality singlet cells.

Data scaling was performed with ScaleData, and dimensionality reduction was further refined using RunPCA and RunUMAP. 

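Clustering of the 9853 cells, with *SPATA7* and *PTPN21* kept out of the genes used, gave 16 clusters. The cells of each cluster were named within each dog from 14 lists of marker genes, and parts of fewer than 20 cells were not used. The class of cones in N350 was led by *PDE6H*, *ARR3*, *GNGT2*, *GNAT2* and *OPN1SW*, and that of Müller glia by *SFRP2*, *SFRP1*, *GLUL* and *APOE*. A cluster of 198 cells of N350 led by *IGFBP5*, *EBF3*, *TSTD3* and *NPPC* stayed unnamed, since no list lay above the dog as a whole. Its highest list was amacrine, with 2 markers raised, and its 10 leading genes included the amacrine marker *SLC6A9*. Naming by the mean over other clusters or by the share of markers raised would call it amacrine and ganglion cells. Naming by the median would call it RPE, so it may hold amacrine cells. In N354, 45 cells lay in parts that were too small. With no mitochondrial limit there were 21 clusters, and a pair of them held cones in both dogs. One pair member, led by *PDE6H* and *ARR3*, held 144 cells of N350 with a median of 7525 UMIs and 95 cells of N354 with a median of 5610. The other, led in N354 by *OPN1SW*, held 151 cells with a median of 1733 UMIs and 90 cells with a median of 688.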

Graph-based clustering was conducted using FindNeighbors and FindClusters (resolution = 0.5), and cluster identities were assigned based on the expression of established retinal marker genes (shown in **Fig 3**) Marker gene expression and cluster identities were visualized using DotPlot, FeaturePlot, and VlnPlot functions. Specific expression patterns of PTPN21 and SPATA7 were visualized using violin plots.

### Immunocytochemistry of canine retina and skin fibroblasts

The dissociated fibroblasts from canine skin biopsies were cultured, and ciliogenesis was induced by serum deprivation. The U-ExM procedure followed an optimized protocol for observing the primary cilium in both fibroblasts and retinal samples [29,66]. Methods used for the analysis of the affected and wild-type canine fibroblast cilia are reported in detail in S3 File.

#### *PTPN21* canine transcript structure analysis.

The *PTPN21* canine transcript was analyzed to verify the impact of the 3’ deletion. In detail, the occurrence in retina of a split *PTPN21* transcript, with the 5’ transcript being unaffected by the deletion is detailed in S1 File.

#### *Ptpn21* knockout.

Mice from a *Ptpn21* KO colony where a fragment of *Ptpn21* was deleted were used for morphologic evaluation of the retina. These mice show undetectable *Ptpn21*^-/-^ mRNA in early progenitor LSK (lineage-negative Sca-1 + cKit+) cells enriched for hematopoetic stem cells, but show no overt abnormalities in the first 12 months of life [31]. Eyes from *Ptpn21 + /+* and homozygous KO Ptpn21^-/-^ mice, each pair 1.6 and 5.3 months of age, were collected after euthanasia, fixed in modified Davidson’s solution, trimmed, paraffin embedded, sectioned at 6 µm thickness and stained with H&E for microscopic examination or processed for immunohistochemistry with antibodies against rod opsin and S- and M-cone opsins [55,67] Slides were examined by transmitted light or epifluorescence illumination with a Zeiss Axioplan microscope (Carl Zeiss Meditec, Thornwood, NY).

## Supporting information

S1 Fig Subset pedigrees of the SNP genotyped cases, their close relatives and initial homozygosity mapping. (**A**) Red filled symbol are dogs clinically affected. Males are indicated with squares; females are indicated with circles; half-filled symbols are putative heterozygotes. Family history indicated that the parents and siblings were unaffected suggesting recessive inheritance (not all family members are included). All the cases were genotyped on SNP chip along with 46 controls. (**B**) Homozygosity mapping of the six cases, two available unaffected siblings and two additional unrelated controls. The homozygous regions shared by all the cases and exclusive to them are marked in red. Observe the low number of small, shared intervals. With an asterisk, the CFA8 interval highlighted by GWAS is shown, overlapping with the shared CFA8 homozygous region.
(TIF)

S2 Fig Family trees of all the cases whose ancestry could be reconstructed. Black filled symbol are dogs clinically affected with the del/del genetic variant. Males are indicated with squares, females are indicated with circles; half-filled symbols are genotyped or putative heterozygotes. The blue arrow indicates the dog which was whole-genome sequenced. The red arrow shows the identified putative common ancestor, born in 1923. Curved lines indicate the same dog that is shown in more than one position in the pedigree.
(TIF)

S3 Fig (A) Detailed view of the Manhattan plot showing CFA8. In addition to the Manhattan plot, on top left the QQ-plot shows the observed quantiles (y axis) log p-values, versus the expected ones on the x axis. The distinct skewing of a marker toward the upper side confirms the association with the affected condition compared with the expected values in case of mere chance. (**B**) Detail of the associated region. Aff: the six genotyped cases. Con: the 46 controls. The shared homozygous region (Canfam3:1; chr8:59,290,908–60,234,084) is shown highlighted by a black box. The seven most associated SNPs are shown as red arrowheads. Note that the best associated SNPs from the GWAS analysis fall outside the critical candidate region. (**C**) Genotyped variant. Top: Position of the break points and primer placement are shown (see Materials and Methods). Bottom: results of the PCR amplification for affected (“A”), Carriers (“Ca”) and Wild Type (“WT”) Standard poodles. Ladder indicated as “Mk”.
(TIF)

S4 Fig (A) paired-end RNA-seq from skin fibroblasts obtained from normal Standard poodle (top, wild-type), a carrier for the genetic variant for *SPATA7* (Heterozygous), a homozygous mutant, and (bottom) the genomic interval of the sequenced case showing the large deletion of the 3’ parts of *SPATA7* and *PTPN21.* Note the presence of the last two exons in the control and carrier, while in the mutant there are no reads that align on the annotated last exons of *SPATA7* and *PTPN21* – the read pairs occasionally go across one side to the other of the gap. (**B**) detail of the fibroblast RNA-seq in a WT and mutant *SPATA7* exon 9. Note the splicing of exon 9 (exons 8 and 10) in the WT and the lack exon 10 splicing in the mutant. The ins[g.60,018,954–60,018,990] is highlighted in purple and the frameshift and premature stop indicated. (**C**) Resulting predicted truncated SPATA7 protein (Asp361Glu Substitution and part predicted to be lost due to the following premature stop codon marked with a red line). The variant is compared with selected causative *SPATA7* mutations in humans (see Discussion for mutation details and references), position marked with grey arrowheads (The variant reported in Mayer et al. which deletes ORF of *SPATA7*, is marked with the grey bar) [49].
(TIF)

S5 Fig Localization of endogenous SPATA7 and PTPN21 protein in ciliated canine skin fibroblasts. Subcellular localization of SPATA7 (A, green) and PTPN21 (B, green) in *SPATA7*^*+/+*^ and *SPATA7*^*-/-*^ canine-derived skin fibroblasts induced for ciliogenesis by 48 h of serum starvation. Both conventional immunocytochemistry (upper panels) and U-ExM (lower panels) images are shown. (**A**) In non-expanded cells, endogenous SPATA7 signals were not detected around the primary cilium in either *SPATA7*^*+/+*^ or *SPATA7*^*-/-*^ cilia. U-ExM revealed a distinct SPATA7 signal surrounding the transition zone of the primary cilium in *SPATA7*^*+/+*^ fibroblasts (white arrowhead), which was absent in *SPATA7*^*-/-*^ cells (black arrowhead). Insets show magnified views of the basal region of the primary cilium. (**B**) Endogenous PTPN21 was detected near the base of the primary cilium in non-expanded samples (yellow arrowheads) but was not detectable in U-ExM samples. No obvious difference in PTPN21 localization was observed between *SPATA7*^*+/+*^ and *SPATA7*^*-/-*^ fibroblasts. Scale bars: 1 μm (no-expansion) and 5 μm (U-ExM), without correction for expansion factor. BB, basal body; DC, daughter centriole.
(TIF)

S1 File Analysis of the canine retinal *PTPN21* transcript and comparison with other tissues. The analysis shows that in retina *PTPN21* is split in two transcripts at exon 12; only one of these transcripts (3’ direction) is affected by the deletion associated with retinal degeneration in Standard poodle. PTPN21 contains two domains (PTP domain, a FERM), which are encoded by one of the two transcripts each. This suggests that the variant is not as impactful on PTPN21 as it is in SPATA7, which has no alternate transcripts in retina not affected by the deletion [69,70].
(DOCX)

S2 File Variant impact on the SPATA7 sequence.

S3 File Description of methods not reported in the main body of text. References are also indicated in the main article [29,61,65,66,71–77].
(DOCX)

# Supplementary material for: Two genes, one culprit - a functional candidate validation of a SPATA7 deletion in dogs with day blindness/retinal degeneration
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011961. doi: 10.1371/journal.pgen.1011961
**Supplement:** S1 File — The analysis shows that in retina PTPN21 is split in two transcripts at exon 12; only one of these transcripts (3’ direction) is affected by the deletion associated with retinal degeneration in Standard poodle. PTPN21 contains two domains (PTP domain, a FERM), which are encoded by one of the two transcripts each. This suggests that the variant is not as impactful on PTPN21 as it is in SPATA7, which has no alternate transcripts in retina not affected by the deletion [69,70].

**S1 File.** Analysis of the canine retinal *PTPN21* transcript and comparison with other tissues. The analysis shows that in retina *PTPN21* is split into two transcripts at Exon 12; only one of these transcripts (3’ direction) is affected by the deletion associated with retinal degeneration. PTPN21 contains two domains (PTP domain, a FERM), which are situated in one of the two transcripts each. This suggests that the variant is not as impactful on *PTPN21* as it is in *SPATA7*, which has no alternate transcripts in retina not affected by the deletion.

**PTPN21 role and deleted isoform**

***Background***

The protein tyrosine phosphatase non-receptor type 21 (*PTPN21*) gene consist of 19 total exons with 2 reported predicted isoforms: canFam4 (henceforth) XM_038545501.1 and XM_038545502.1, which differ only in their 5’ UTR. Both contain 18 coding exons, and both are predicted to encode a 1,170-amino acid protein (XP_038401429.1). Gene structure is highly conserved between species, including a long 1,421-bp 12^th^ coding exon, (**Figure S1-1A, B)**. The variant we report has coding exons 15 through 18 removed; these are predicted to encode amino acids 954 through 1170 and includes the substrate binding site of the PTP domain (amino acids 1104 through 1110) (**Figure S1-1C**).

***Results***

To predict the impact of the *SPATA7* and *PTPN21* gene deletions, retinal RNA-seq data published by our group [69] from dogs unaffected by the *[SPATA7/PTPN21]DEL* variant were examined, and a break in coverage in the middle of the long 12^th^ exon in the retinal *PTPN21* transcript was noted (**Figure S1-2)**. To characterize this pattern, determine the normal *PTPN21* expression in retina and assess how the variant affects expression, overlapping primer pairs (**Table S1-5**) spanning the coding sequence of canine *PTPN21* were designed and used to amplify RNA extracted from the retinas of four different normal control dogs and RNA extracted from the leukocytes of one normal control dog. Because the predicted canine transcripts have identical coding regions, we expected to amplify one retinal isoform of *PTPN21* and no additional splice variants. It was possible to amplify the *PTPN21* transcript from exon 1 to the beginning of exon 12, and from the end of exon 12 to exon 18, and these regions produced products of the expected size and sequence (**Figure S1-3A)**, but all attempts to amplify through the middle of exon 12 produced inconsistent, nonspecific results (**Figure S1-3B**), despite multiple modifications to the PCR conditions to account for the high GC content of this region. However, it was possible to amplify this region of exon 12 from genomic DNA extracted from a blood sample of a wild-type dog (**Figure S1-3C**), indicating that the primers and thermocycling conditions were sufficient for the amplification of this region. These data suggest that the *PTPN21* transcript could be expressed as two separate transcripts in the retina. This could explain the poor coverage of exon 12 displayed in the RNA-seq data (**Figure S1-2)**, as this region of low-coverage in the RNA-seq data corresponded to the portion of exon 12 that could not be amplified from cDNA.

Previous studies have reported results consistent with *PTPN21* having the potential to be expressed as two transcripts. Tokuchi et al. [70] examined *PTPN21* expression in murine testes and identified two transcript variants, the relative expression of which differed among cell types within the testes. The longer, 5.7-kb transcript corresponds in size to the previously reported full-length *PTPN21* transcript and encodes an ezrin-like domain as well as a catalytic (PTP) domain. The shorter, 2.9-kb transcript contains only the PTP catalytic domain, supporting the idea that *PTPN21* can be expressed as one transcript or two [70].

To determine how the deletion of the last four exons of the gene would affect expression of the *PTPN21* transcript, we amplified two regions of *PTPN21* using probes spanning exons 8 and 9 (which are unaffected by the variant) and probes spanning exons 14 and 15 (which are expected to be deleted in the variant) in cDNA derived from the fibroblasts of one dog with the variant and an unaffected control (**Fig S1-4**). As expected, exons 14 and 15 of the transcript were not detected in the affected dog. In addition, expression of exons 8 and 9 was equivalent to that of the unaffected dog, supporting the hypothesis that the *PTPN21* transcript can be expressed as two separate transcripts. From these results, it can be observed that while the variant removes the active site of the PTP domain, a transcript containing a FERM domain is expressed, showing that the deletion does not affect expression of the 5’ region of *PTPN21*.

**
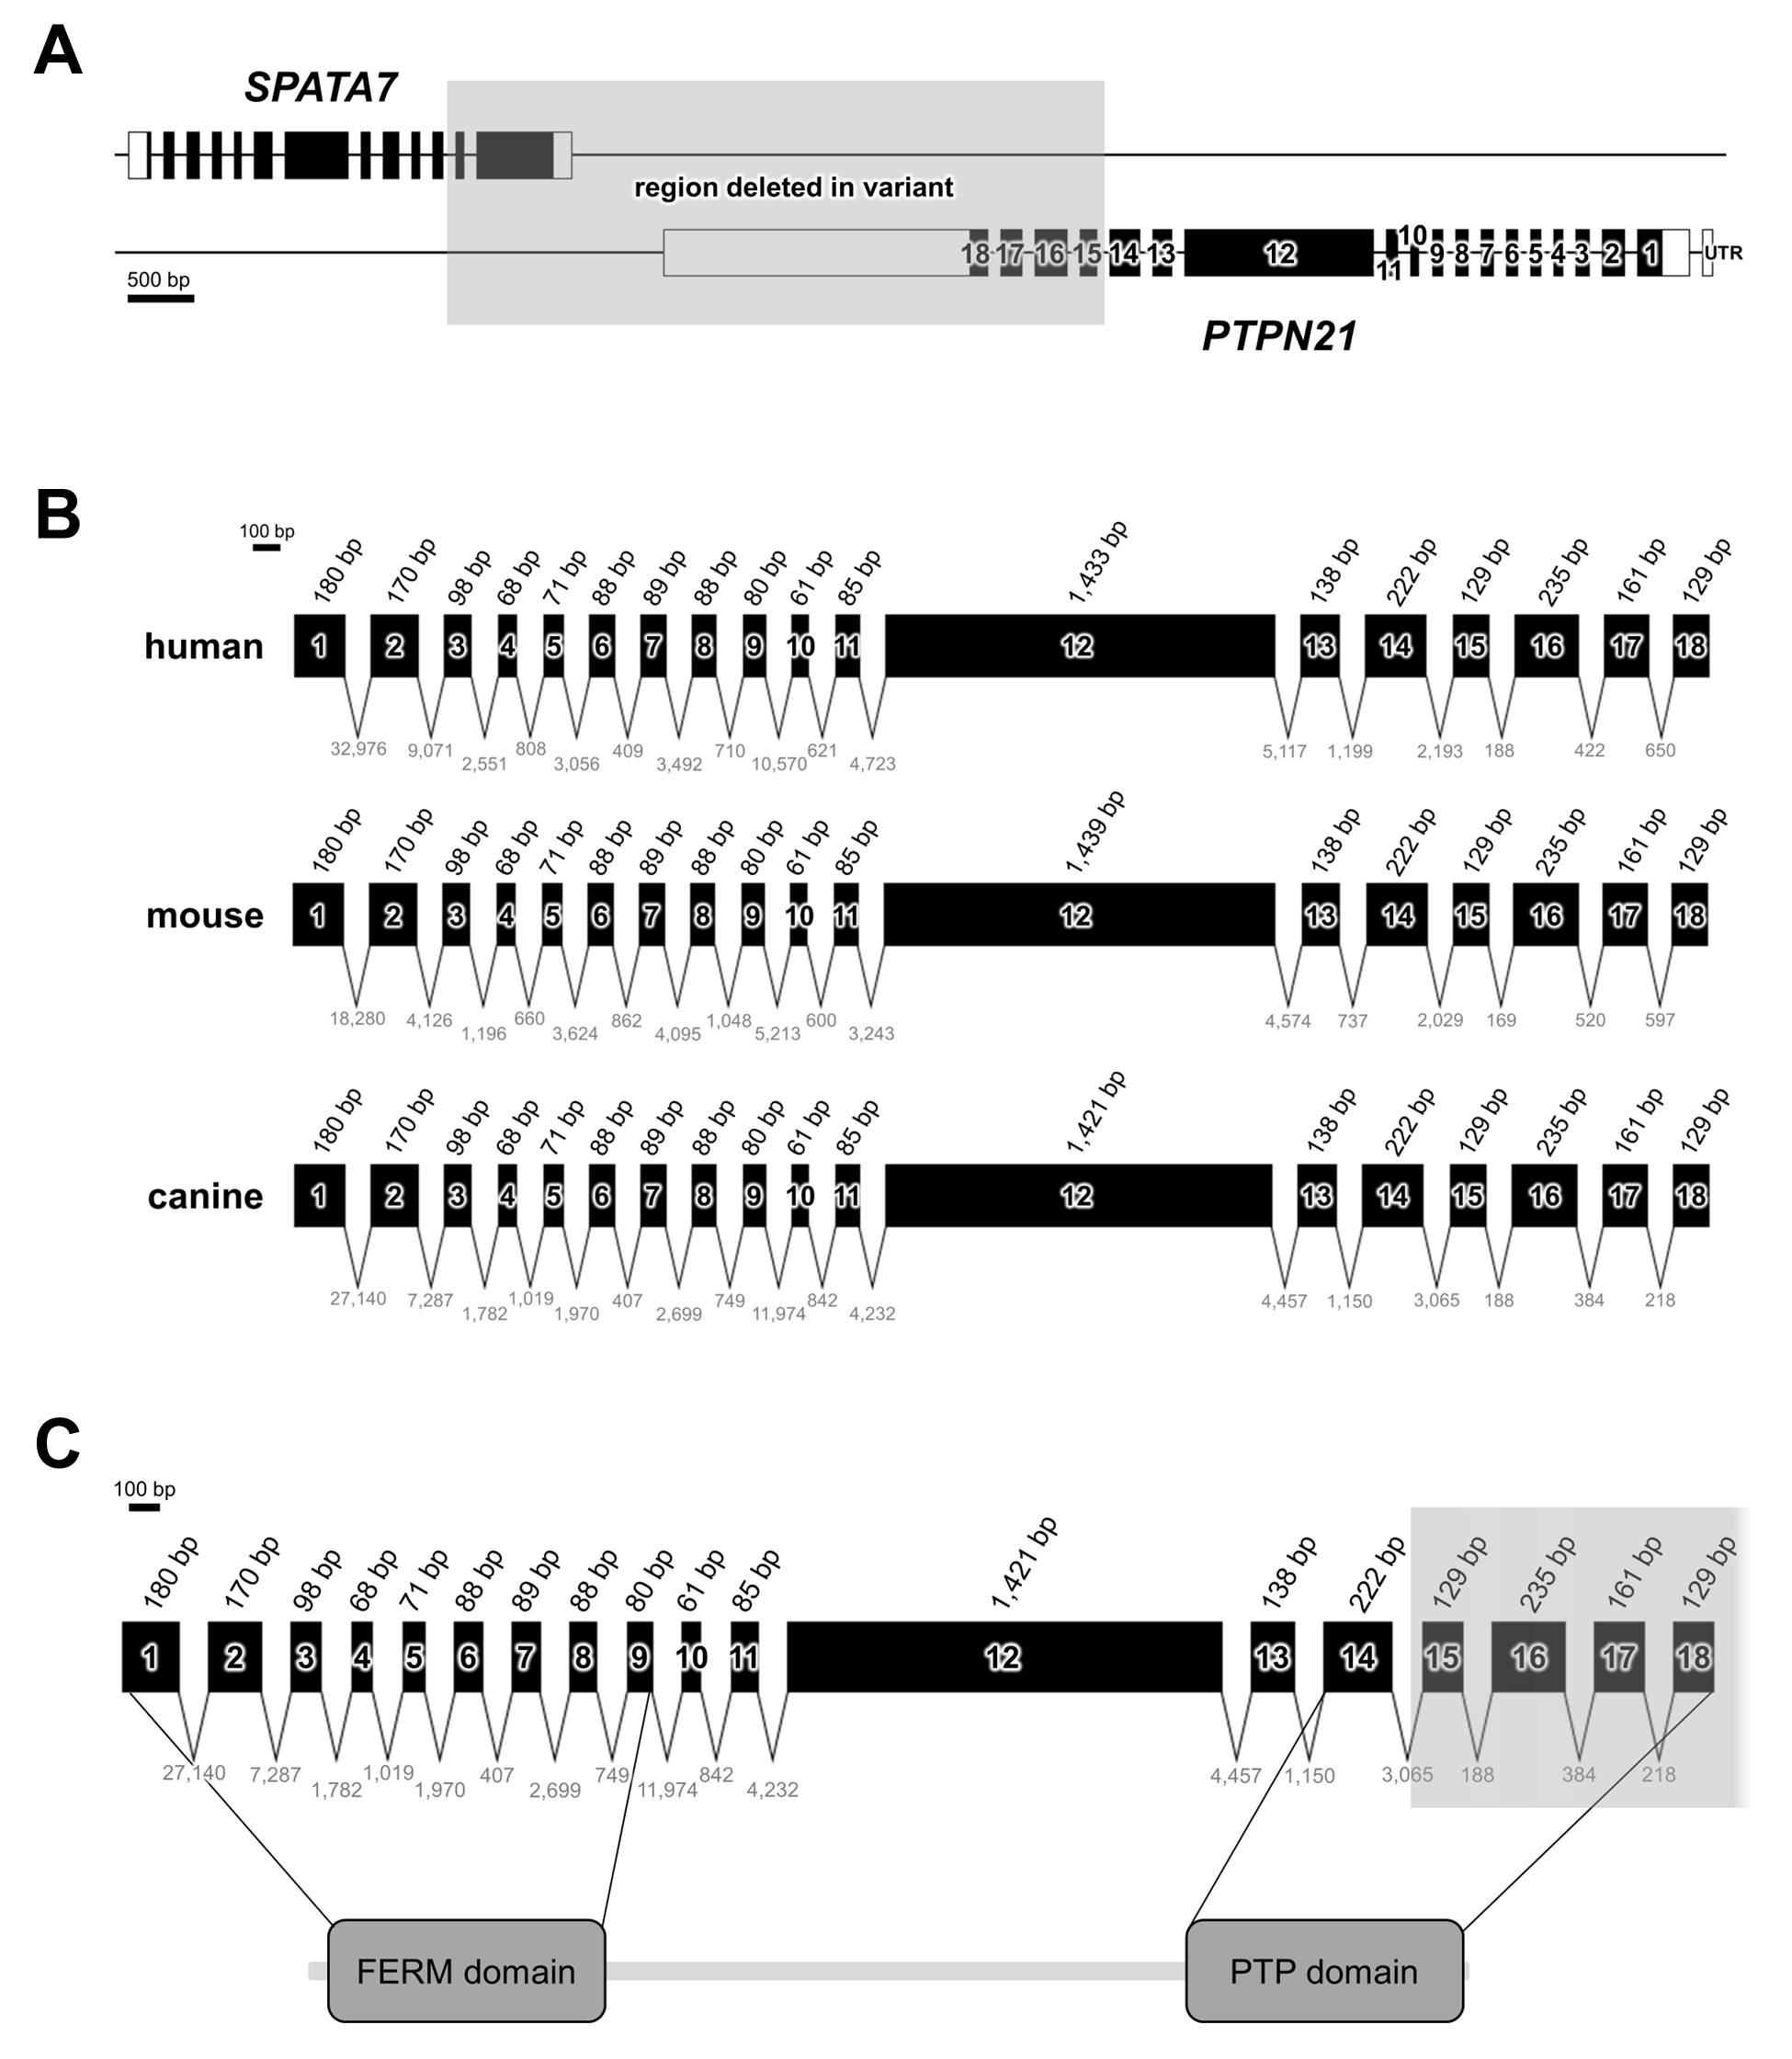
**

**Figure S1-1. Gene structure of canine *PTPN21* based on the canFam4 genomic assembly** (**A**) Schematic of a portion of canine chromosome encoding *SPATA7* and *PTPN21* (on the reverse strand) with the sequence deleted in the variant indicated (*gray box*); scale: 500 bp. (**B**) Schematic of the human (NM_007039.4), mouse (NM_001146199.1), and canine (XM_038545501.1) *PTPN21* coding sequences showing similarities in structures among species; scale: 100 bases. (**C**) Schematic of the canine *PTPN21* gene structure and the corresponding protein domains with the sequence deleted in the variant indicated (*gray box*); scale: 100 bases. Schematics of the transcript were made with the Exon-Intron Graphic Maker tool (http://wormweb.org/exonintron). Exon numbers were assigned with exon 1 as the first coding exon; introns and inter-gene regions are not drawn to scale.

**
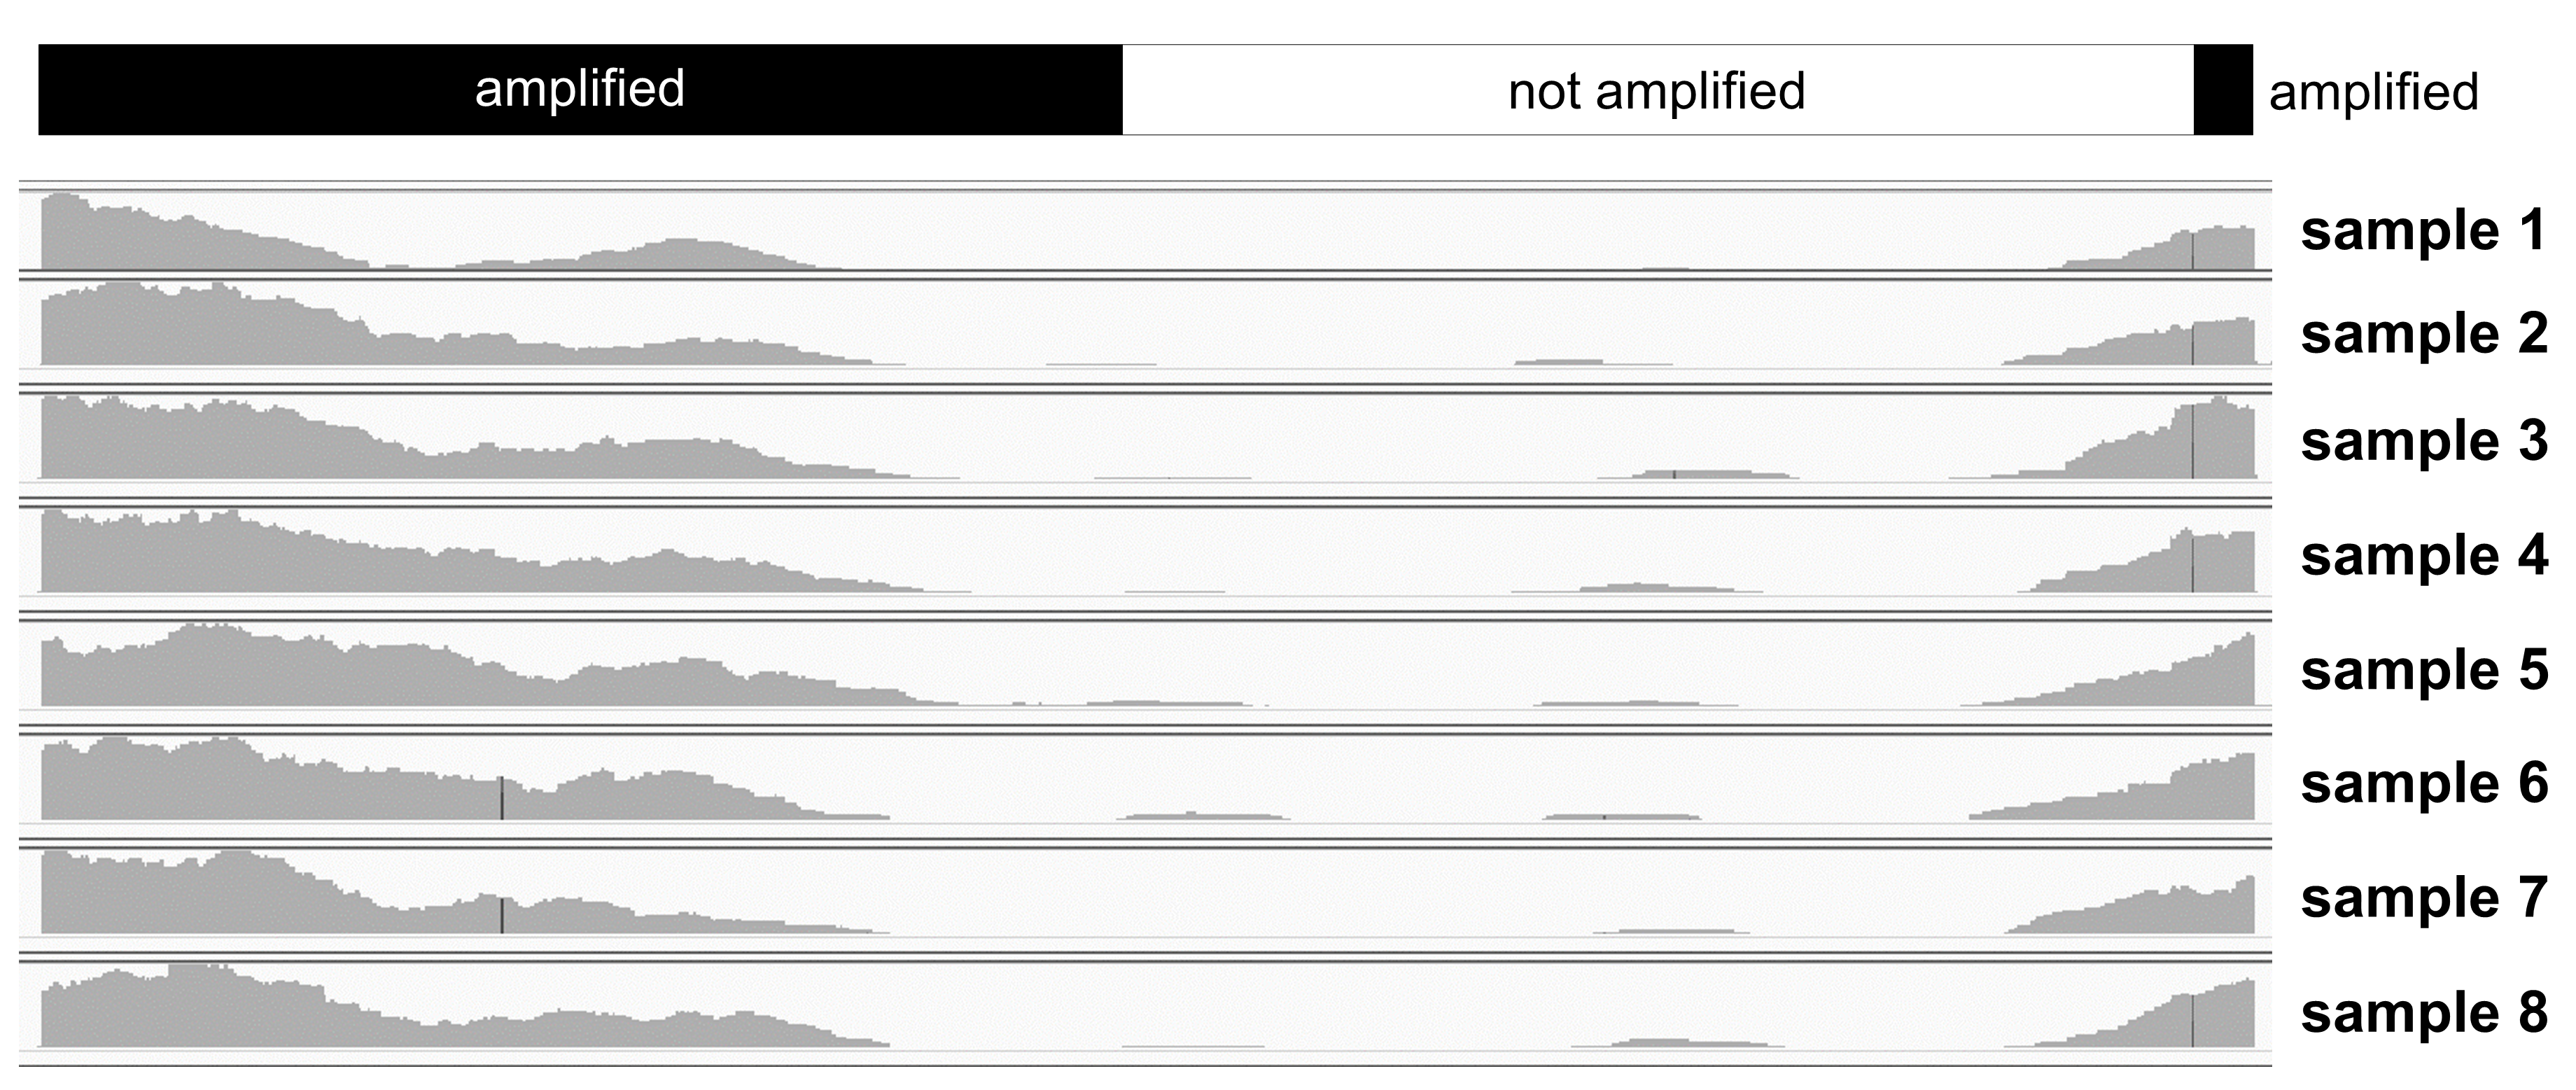
**

**Figure S1-2. Comparison of read coverage in *PTPN21* exon 12.** RNA-seq data from 8 canine wild type retinas was analyzed in the Integrative Genomics Viewer (IGV) and showed poor read coverage for the middle of *PTPN21* exon 12. For reference, a schematic (*above*) showing the approximate locations of the regions of exon 12 that were amplified (*black bars*) and the region that could not be successfully amplified from retinal cDNA (*white bar*) is included.

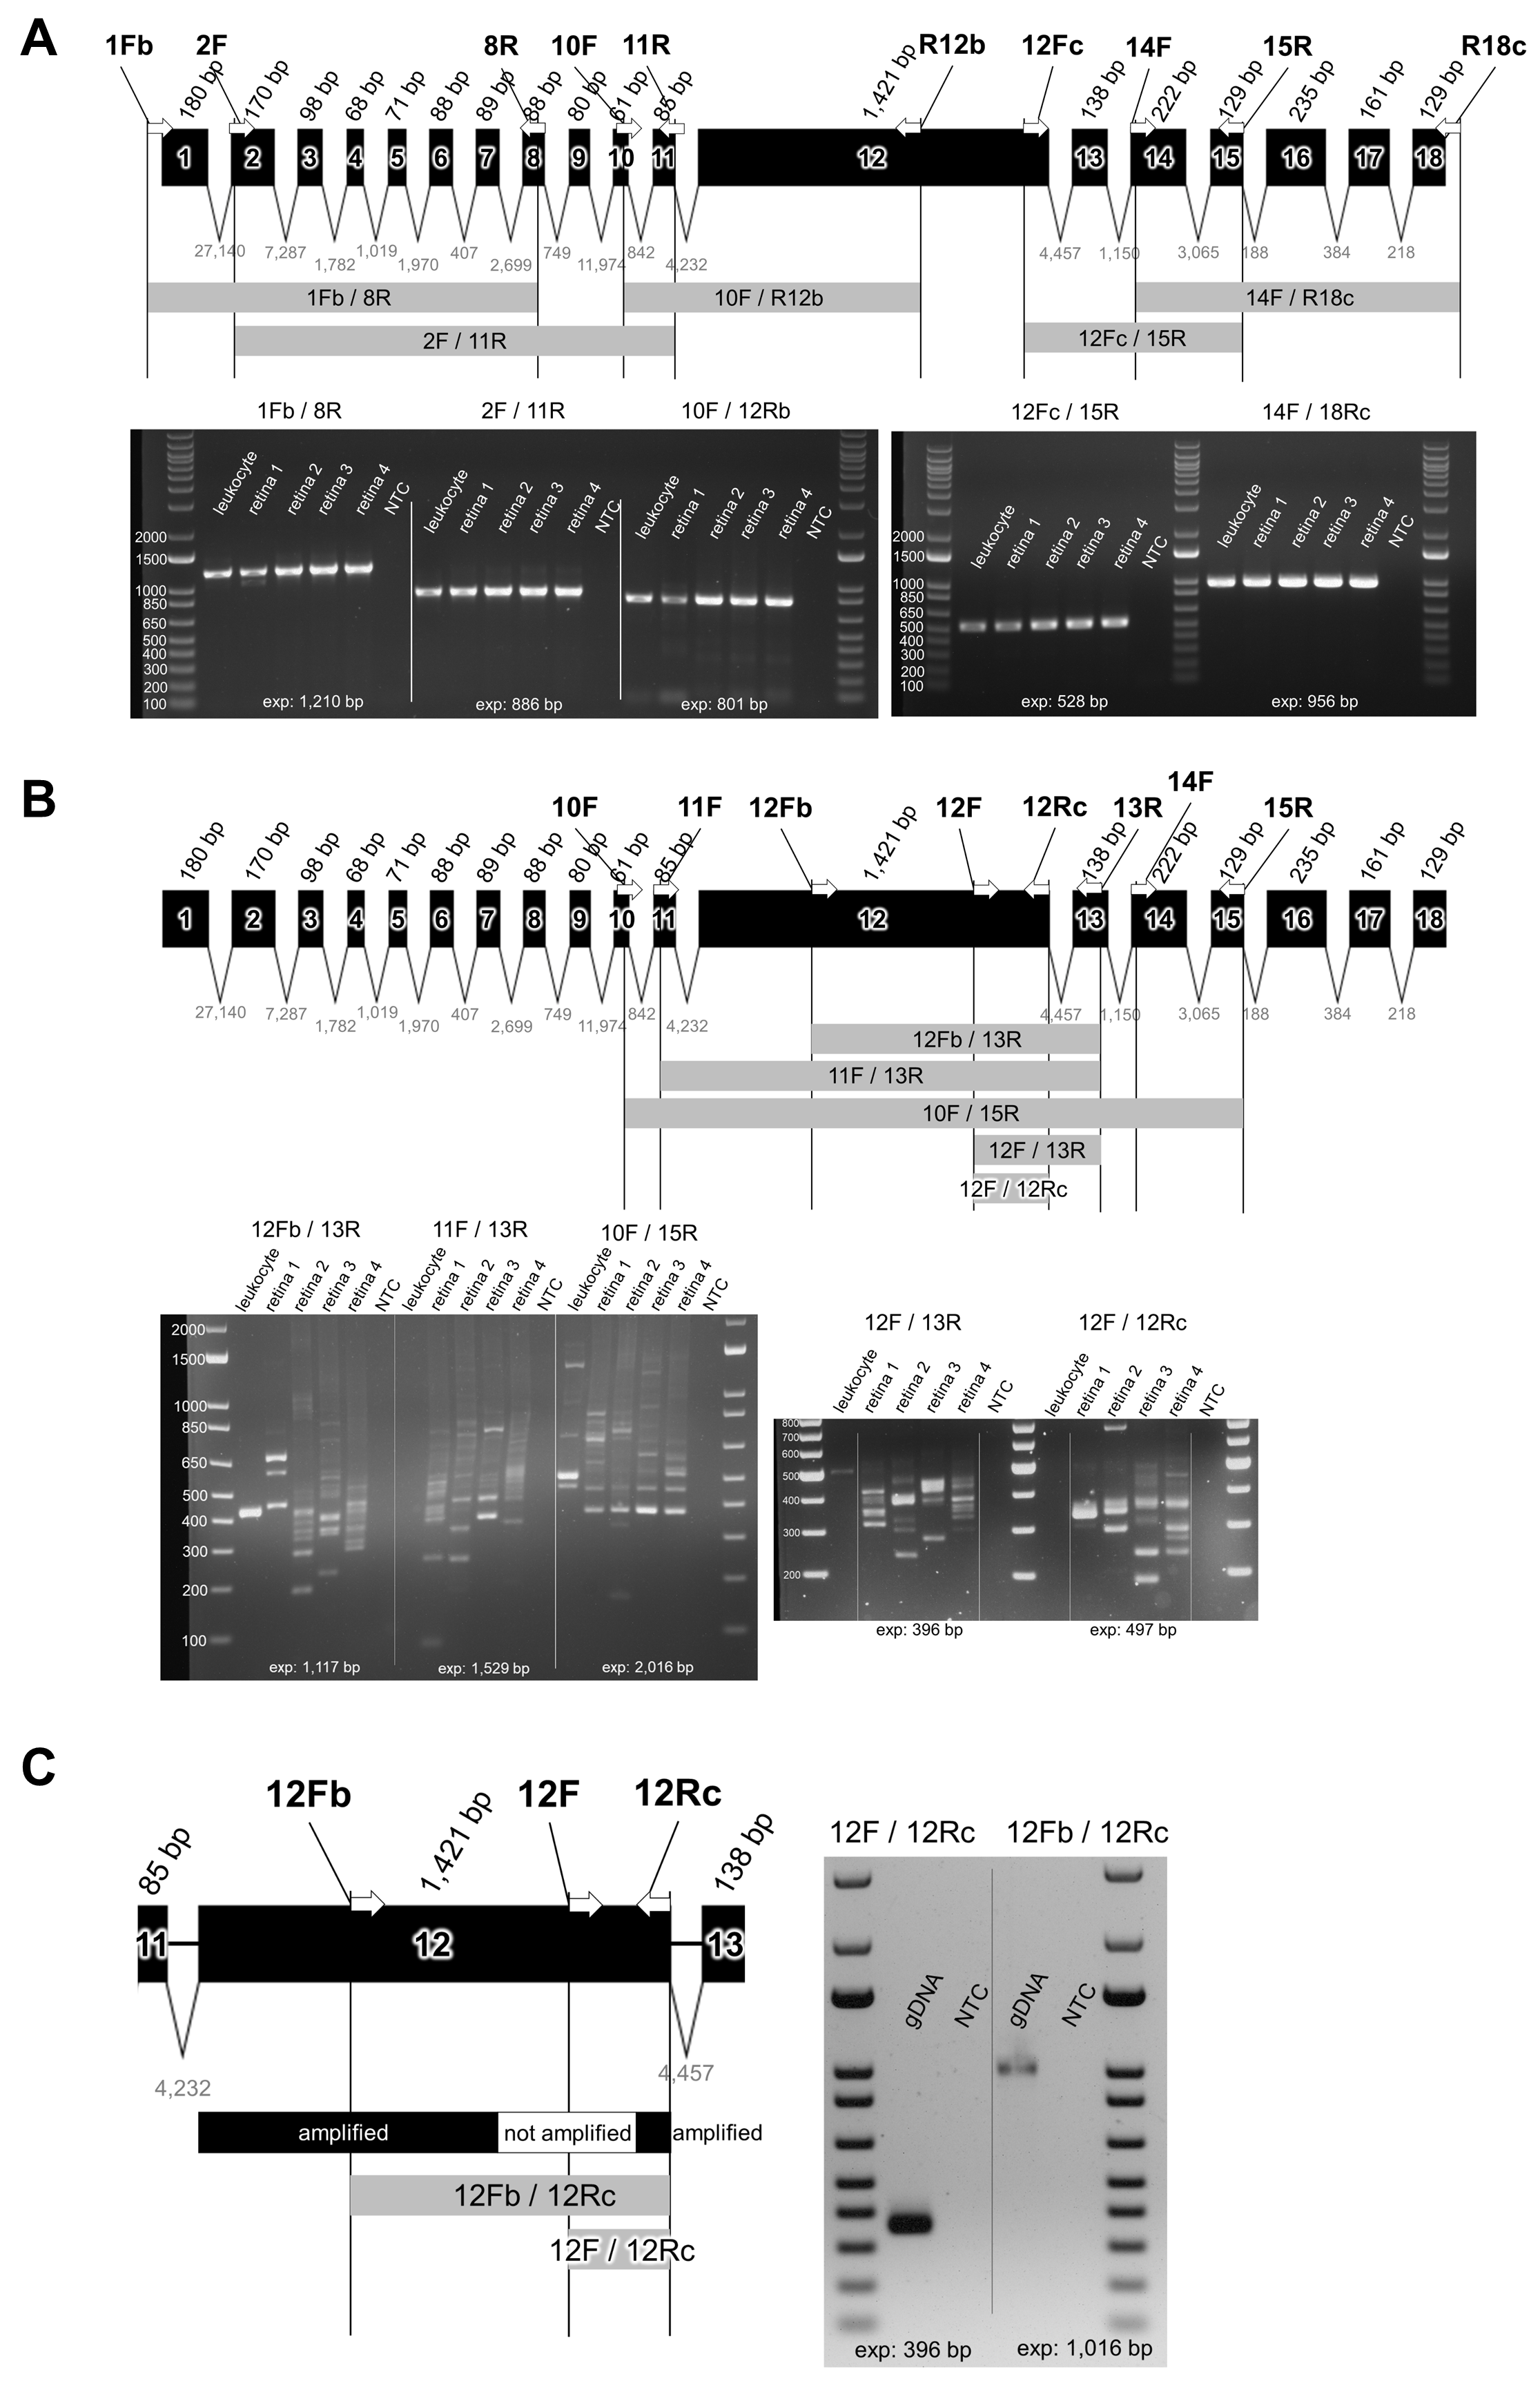

**Figure S1-3. Amplification of retinal cDNA from four different wild-type dogs using primers to the *PTPN21* transcript.** Leukocyte-derived cDNA previously used to test the primers was used as a positive control. (**A**) Two sections of the *PTPN21* coding region from exon 1 to the beginning of exon 12 and from the end of exon 12 to exon 18 were successfully amplified from cDNA; schematic showing the approximate location of the primers on the canine *PTPN21* transcript (*above*) and PCR products separated by agarose gel electrophoresis results (*below*); specificity of amplified products were confirmed by Sanger sequencing. (**B**) Amplification of the middle region of *PTPN21* exon 12 from cDNA was unsuccessful, and the products produced were inconsistent among samples and appeared to be non-specific; schematic showing the approximate location of the primers on the canine *PTPN21* transcript (*above*) and PCR products separated by agarose gel electrophoresis results (*below*). Results shown are representative of multiple thermocycling conditions. (**C**) Successful amplification of the middle of *PTPN21* exon 12 from genomic DNA; schematic showing the approximate location of the primers on the canine *PTPN21* transcript (*left*) with a bar (*below left*) showing the regions of exon 12 that were amplified from cDNA (*black*) and the region that could not be amplified (*white*), and PCR products separated by agarose gel electrophoresis results (*right*). Schematics of the transcript were made with the Exon-Intron Graphic Maker tool (http://wormweb.org/exonintron). Exon numbers were assigned with exon 1 as the first coding exon; introns and inter-gene region are not drawn to scale; NTC = no template control.

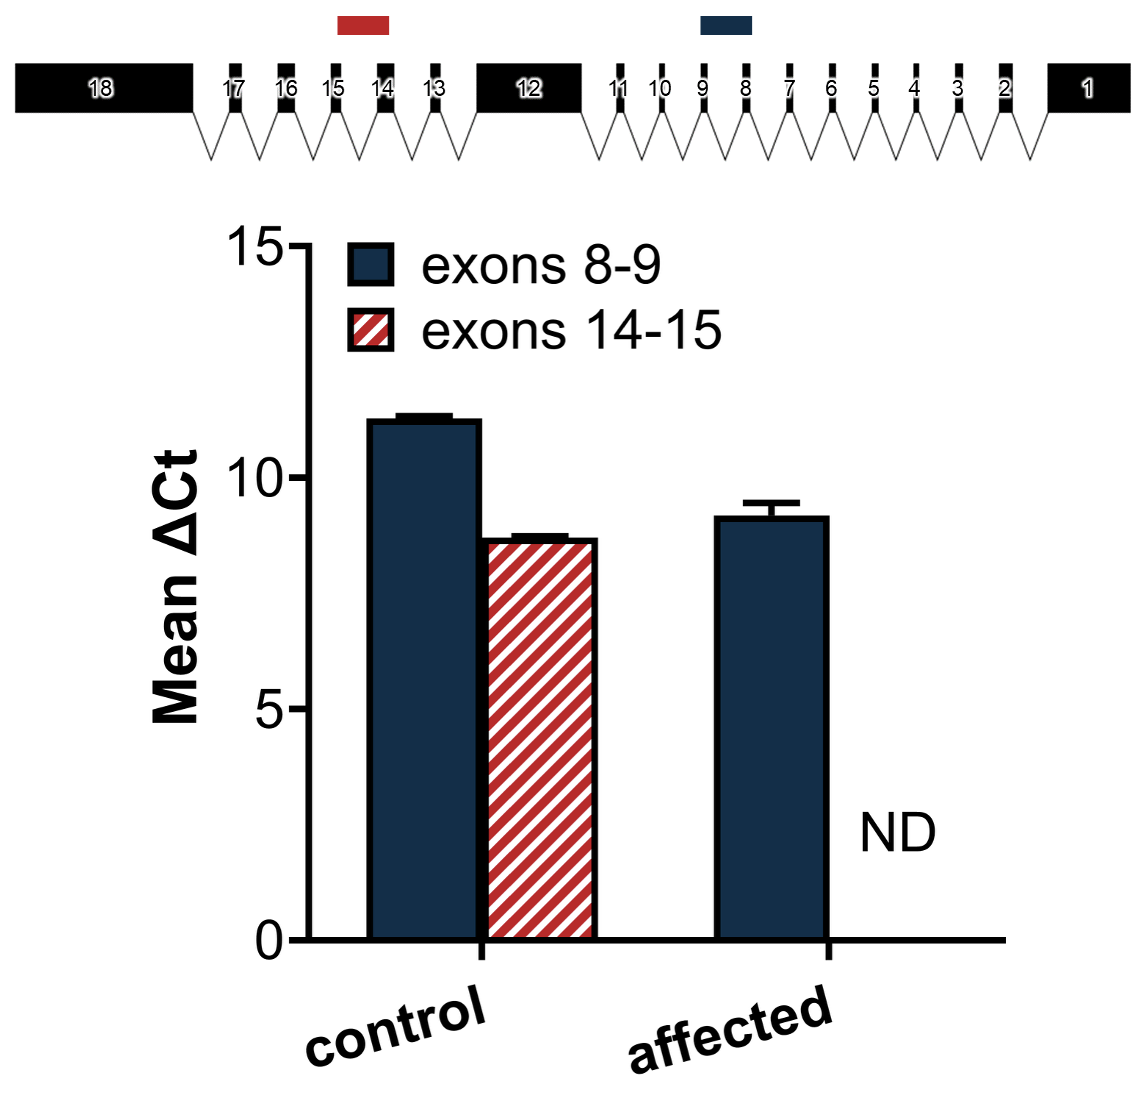

**Fig. S1-4.** Expression of two parts of *PTPN21* in fibroblast cDNA from a control and an affected dog. Schematic of the *PTPN21* transcript, which is encoded on the reverse strand, showing the locations of probes used for the TaqMan assay (top). Mean ΔCt values (± standard deviation, normalized to GAPDH) of a TaqMan assay using probes spanning exons in a region of the PTPN21 transcript unaffected by the variant (exons 8-9) and in a region affected by the variant (exons 14-15). The affected region was not detected (ND) in fibroblast cDNA from the affected dog.

**Table S1-5**. Sequences of primers used to amplify *PTPN21* transcripts in cDNA synthesized from canine retina. Exon numbers were assigned with exon 1 as the first coding exon.

| Primer | Sequence (5’ to 3’) | Exon location (direction) |
| --- | --- | --- |
| 1Fb | CCAGGTCCTGGTGATACCTTC | 5’ UTR (forward) |
| 2F | CAGTCTCTGGTACCACAACAAGC | 2 (forward) |
| 8R | ATGCAAAGAAGGACTTGTTGTGG | 8 (reverse) |
| 10F | TCGTCTTCAAGAGTGTCCCTG | 10 (forward) |
| 11F | AGAACCATACACTTCCTCCCAAG | 11 (forward) |
| 11R | TTGGGAGGAAGTGTATGGTTCTG | 11 (reverse) |
| 12Fb | GTCTACAGCCAGCCAGAGATTC | 12 (forward) |
| R12b | GTTGCTGCTGCTTATGTACAGG | 12 (reverse) |
| 12F | CCACAAGAAGTCTCTGTCTGACG | 12 (forward) |
| 12Fc | GGAAAGAAGAACGTCGTGGAAGG | 12 (forward) |
| 12Rc | CCTTCCACGACGTTCTTCTTTCC | 12 (reverse) |
| 13R | GCAGTCGAGAGAGGGAGAGTC | 12 (reverse) |
| 14F | AGCGGTTAGAACAGGGAATGG | 14 (forward) |
| 15R | CTCCTCTGCAGTCACCATTGC | 15 (reverse) |
| R18c | TCTCGGGTATCGGTGAGGAAG | 3’ UTR (reverse) |

**References**

69. Sudharsan R, Beiting DP, Aguirre GD, Beltran WA. Involvement of Innate Immune System in Late Stages of Inherited Photoreceptor Degeneration. Sci Rep. 2017;7(1):17897. Epub 2017/12/22. doi: 10.1038/s41598-017-18236-7. PubMed PMID: 29263354; PubMed Central PMCID: PMCPMC5738376.

70. Tokuchi H, Higashitsuji H, Nishiyama H, Nonoguchi K, Nagao T, Xue JH, et al. Expression of protein tyrosine phosphatase PTP-RL10 and its isoform in the mouse testis. Int J Urol. 1999;6(11):572-7. Epub 1999/12/10. doi: 10.1046/j.1442-2042.1999.611108.x. PubMed PMID: 10585123.

# Supplementary material for: Two genes, one culprit - a functional candidate validation of a SPATA7 deletion in dogs with day blindness/retinal degeneration
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011961. doi: 10.1371/journal.pgen.1011961
**Supplement:** S2 File

**S2 File. - Variant impact on SPATA7**

***A1. Re-annotated canine transcript (NOTE: missing exons 11 and 12 as per genomic annotation (namely,*** CFA8:NC_049229.1:g.60,022,583_60,040,453del)***, - see the actual predicted transcript in A2).***

Note: deleted exons fragments are in red and underscored.

>SPATA7_predicted_retinal_canine_transcript

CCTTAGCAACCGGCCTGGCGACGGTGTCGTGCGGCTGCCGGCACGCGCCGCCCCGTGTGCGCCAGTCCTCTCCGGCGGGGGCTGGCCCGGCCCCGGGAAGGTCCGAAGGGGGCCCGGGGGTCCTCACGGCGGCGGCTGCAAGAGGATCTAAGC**ATG**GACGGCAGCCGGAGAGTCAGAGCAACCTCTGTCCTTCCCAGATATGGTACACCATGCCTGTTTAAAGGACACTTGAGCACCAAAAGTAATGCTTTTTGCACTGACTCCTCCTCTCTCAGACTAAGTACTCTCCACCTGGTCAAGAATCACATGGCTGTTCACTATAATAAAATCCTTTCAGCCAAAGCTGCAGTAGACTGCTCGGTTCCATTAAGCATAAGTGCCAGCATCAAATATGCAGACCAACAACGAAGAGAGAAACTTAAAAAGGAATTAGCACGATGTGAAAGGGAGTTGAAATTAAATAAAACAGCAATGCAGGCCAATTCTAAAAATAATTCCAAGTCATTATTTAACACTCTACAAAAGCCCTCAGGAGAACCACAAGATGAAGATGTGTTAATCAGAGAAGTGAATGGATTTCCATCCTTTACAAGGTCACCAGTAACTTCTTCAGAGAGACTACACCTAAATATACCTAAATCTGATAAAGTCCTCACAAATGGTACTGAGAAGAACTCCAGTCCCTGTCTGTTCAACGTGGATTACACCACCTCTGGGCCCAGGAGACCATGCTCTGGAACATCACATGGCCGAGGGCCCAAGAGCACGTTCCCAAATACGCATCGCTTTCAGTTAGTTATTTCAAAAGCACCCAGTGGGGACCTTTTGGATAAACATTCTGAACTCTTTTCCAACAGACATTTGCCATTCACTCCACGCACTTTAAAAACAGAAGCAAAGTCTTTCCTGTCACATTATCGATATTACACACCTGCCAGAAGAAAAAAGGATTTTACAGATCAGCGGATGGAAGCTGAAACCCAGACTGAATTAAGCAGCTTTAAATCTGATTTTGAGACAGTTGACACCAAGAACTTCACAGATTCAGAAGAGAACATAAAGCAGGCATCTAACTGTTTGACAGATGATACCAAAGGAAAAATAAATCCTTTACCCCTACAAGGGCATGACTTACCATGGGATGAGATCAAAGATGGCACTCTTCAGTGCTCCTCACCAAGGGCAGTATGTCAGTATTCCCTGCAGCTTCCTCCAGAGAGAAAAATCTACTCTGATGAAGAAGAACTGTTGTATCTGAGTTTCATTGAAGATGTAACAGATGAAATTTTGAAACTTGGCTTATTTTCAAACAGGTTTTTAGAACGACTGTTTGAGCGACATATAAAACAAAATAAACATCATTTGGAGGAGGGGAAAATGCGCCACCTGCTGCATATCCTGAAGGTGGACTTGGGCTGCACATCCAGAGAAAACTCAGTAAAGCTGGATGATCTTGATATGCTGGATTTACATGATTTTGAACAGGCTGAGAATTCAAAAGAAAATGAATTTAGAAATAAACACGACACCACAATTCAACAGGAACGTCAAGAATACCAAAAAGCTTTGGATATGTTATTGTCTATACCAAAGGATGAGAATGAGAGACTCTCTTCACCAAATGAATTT

***A2. Mutant transcript (RNA-seq fibroblast, case)***RNA-seq predicted mutants highlighted the ins[g.60,018,954-60,018,990], stop codon in red and underscored).

>Mut_SPATA7_Canine_RNAseq

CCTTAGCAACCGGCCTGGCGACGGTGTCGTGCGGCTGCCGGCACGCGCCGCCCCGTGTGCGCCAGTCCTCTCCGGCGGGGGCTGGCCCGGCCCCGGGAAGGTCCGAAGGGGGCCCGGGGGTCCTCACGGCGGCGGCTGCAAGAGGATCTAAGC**ATG**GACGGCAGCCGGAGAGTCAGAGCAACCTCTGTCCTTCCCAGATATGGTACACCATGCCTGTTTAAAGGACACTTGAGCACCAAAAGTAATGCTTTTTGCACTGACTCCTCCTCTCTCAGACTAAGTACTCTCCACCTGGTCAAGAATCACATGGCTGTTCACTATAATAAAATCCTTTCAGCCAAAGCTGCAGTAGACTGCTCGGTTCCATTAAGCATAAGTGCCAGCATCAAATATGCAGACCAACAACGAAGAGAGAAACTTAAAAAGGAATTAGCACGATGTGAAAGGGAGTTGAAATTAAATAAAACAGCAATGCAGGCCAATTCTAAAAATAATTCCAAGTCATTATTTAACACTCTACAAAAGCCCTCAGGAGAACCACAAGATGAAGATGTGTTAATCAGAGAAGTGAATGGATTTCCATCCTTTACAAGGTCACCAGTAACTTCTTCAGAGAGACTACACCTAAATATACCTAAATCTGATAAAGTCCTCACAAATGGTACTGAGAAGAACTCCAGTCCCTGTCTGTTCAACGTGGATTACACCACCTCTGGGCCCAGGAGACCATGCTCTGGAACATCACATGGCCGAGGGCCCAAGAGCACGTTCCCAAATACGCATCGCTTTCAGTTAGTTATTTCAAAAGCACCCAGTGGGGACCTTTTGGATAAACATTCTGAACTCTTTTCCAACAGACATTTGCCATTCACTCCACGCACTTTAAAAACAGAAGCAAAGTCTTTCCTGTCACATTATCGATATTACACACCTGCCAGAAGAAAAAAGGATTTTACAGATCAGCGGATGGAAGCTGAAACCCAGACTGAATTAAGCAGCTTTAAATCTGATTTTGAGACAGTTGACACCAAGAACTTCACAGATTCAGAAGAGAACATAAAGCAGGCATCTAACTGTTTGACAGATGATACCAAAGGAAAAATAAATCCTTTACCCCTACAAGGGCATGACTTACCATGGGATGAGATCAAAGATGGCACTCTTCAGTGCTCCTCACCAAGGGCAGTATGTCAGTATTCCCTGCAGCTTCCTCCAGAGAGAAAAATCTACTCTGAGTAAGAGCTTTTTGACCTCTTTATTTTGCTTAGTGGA

***B. Predicted protein***

Peptide XP_038401425.1. Deleted fragment in red and underscored. AA change (Asp361Glu) highlighted.

>Predicted_SPATA7_Protein

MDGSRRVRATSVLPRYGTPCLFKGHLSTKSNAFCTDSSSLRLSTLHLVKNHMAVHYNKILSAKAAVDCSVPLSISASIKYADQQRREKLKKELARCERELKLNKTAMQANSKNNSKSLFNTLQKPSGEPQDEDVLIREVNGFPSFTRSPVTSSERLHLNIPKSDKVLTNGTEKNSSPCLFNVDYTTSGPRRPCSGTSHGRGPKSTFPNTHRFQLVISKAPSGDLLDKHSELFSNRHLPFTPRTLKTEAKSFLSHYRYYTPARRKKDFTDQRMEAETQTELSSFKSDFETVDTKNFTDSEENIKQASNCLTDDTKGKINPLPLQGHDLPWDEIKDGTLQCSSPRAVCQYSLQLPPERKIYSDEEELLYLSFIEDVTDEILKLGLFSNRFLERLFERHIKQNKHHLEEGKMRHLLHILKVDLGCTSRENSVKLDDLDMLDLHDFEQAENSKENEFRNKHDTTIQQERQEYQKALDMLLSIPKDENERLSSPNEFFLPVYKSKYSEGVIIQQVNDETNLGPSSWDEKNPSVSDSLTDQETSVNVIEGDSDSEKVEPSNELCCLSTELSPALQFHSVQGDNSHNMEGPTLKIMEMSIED

>Predicted_Canine_SPATA7_Protein_mutant

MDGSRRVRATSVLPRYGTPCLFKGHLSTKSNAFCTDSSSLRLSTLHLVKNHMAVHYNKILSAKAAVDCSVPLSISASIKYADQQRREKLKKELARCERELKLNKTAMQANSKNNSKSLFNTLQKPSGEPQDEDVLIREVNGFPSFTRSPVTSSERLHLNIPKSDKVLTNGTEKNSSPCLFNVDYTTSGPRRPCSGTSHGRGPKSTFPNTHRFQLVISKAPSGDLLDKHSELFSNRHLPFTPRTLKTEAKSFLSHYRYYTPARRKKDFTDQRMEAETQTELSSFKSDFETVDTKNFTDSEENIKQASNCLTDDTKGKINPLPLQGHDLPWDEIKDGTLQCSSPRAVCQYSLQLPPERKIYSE

***C. Anti-SPATA7 antibodies used***

Alignment of the epitopes against the protein. Segment lost in the mutant in red.

SPATA7: Canine SPATA7 protein sequenc. INTER: antibody NBPI-56884 epitope. CTERM: Antibody 12020-1-AP epitope. Note how both antibody have at least part of the epitope falling within the interval of the mutated protein.

SPATA7 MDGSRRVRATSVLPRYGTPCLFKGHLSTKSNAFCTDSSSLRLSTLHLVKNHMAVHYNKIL 60

INTER ------------------------------------------------------------ 0

CTERM ------------------------------------------------------------ 0

SPATA7 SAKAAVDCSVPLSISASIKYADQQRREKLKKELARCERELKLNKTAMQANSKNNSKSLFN 120

INTER ------------------------------------------------------------ 0

CTERM ------------------------------------------------------------ 0

SPATA7 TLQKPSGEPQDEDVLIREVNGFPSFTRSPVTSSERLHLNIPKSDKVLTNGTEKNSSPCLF 180

INTER ------------------------------------------------------------ 0

CTERM ------------------------------------------------------------ 0

SPATA7 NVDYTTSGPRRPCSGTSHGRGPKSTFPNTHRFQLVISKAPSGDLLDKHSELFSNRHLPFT 240

INTER ------------------------------------------------------------ 0

CTERM ------------------------------------------------------------ 0

SPATA7 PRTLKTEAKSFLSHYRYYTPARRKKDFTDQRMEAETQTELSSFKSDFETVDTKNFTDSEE 300

INTER ----------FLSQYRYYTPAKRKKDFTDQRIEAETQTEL-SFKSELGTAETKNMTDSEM 49

CTERM ---------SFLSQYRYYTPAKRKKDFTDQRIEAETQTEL-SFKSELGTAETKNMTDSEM 50

***:*******:*********:******** ****:: *.:***:****

SPATA7 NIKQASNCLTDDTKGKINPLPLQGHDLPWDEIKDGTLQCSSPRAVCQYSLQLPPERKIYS 360

INTER N----------------------------------------------------------- 50

CTERM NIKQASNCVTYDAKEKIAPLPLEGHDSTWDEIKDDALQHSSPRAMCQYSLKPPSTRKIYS 110

*

SPATA7 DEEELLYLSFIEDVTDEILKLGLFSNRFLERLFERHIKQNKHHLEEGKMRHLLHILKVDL 420

INTER ------------------------------------------------------------ 50

CTERM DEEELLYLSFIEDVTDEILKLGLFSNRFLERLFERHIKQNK-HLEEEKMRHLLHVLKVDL 169

SPATA7 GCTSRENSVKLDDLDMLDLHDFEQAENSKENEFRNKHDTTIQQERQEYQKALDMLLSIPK 480

INTER ------------------------------------------------------------ 50

CTERM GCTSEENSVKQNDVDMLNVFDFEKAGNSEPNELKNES-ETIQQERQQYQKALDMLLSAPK 228

SPATA7 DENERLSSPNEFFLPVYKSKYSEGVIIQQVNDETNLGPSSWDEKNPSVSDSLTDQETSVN 540

INTER ------------------------------------------------------------ 50

CTERM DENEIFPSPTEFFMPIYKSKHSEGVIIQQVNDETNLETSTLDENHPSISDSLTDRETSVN 288

SPATA7 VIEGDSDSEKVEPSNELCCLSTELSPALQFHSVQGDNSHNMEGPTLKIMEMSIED----- 595

INTER ------------------------------------------------------------ 50

CTERM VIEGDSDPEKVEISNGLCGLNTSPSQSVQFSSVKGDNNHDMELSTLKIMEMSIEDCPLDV 348

# Supplementary material for: Two genes, one culprit - a functional candidate validation of a SPATA7 deletion in dogs with day blindness/retinal degeneration
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011961. doi: 10.1371/journal.pgen.1011961
**Supplement:** S3 File — References are also indicated in the main article [29,61,65,66,71–77].

**S3 File. Supplementary Methods**

**Pedigree analysis**

Ancestry information on the cases was retrieved from the pedigrees accompanying clinical records/sample, and then searched in available Standard poodle databases (Standardpoodledatabase.com, accessed 08/03/2025; and Poodle.pedigreedatabaseonline.com, accessed 08/03/2025). Pedigree information was then parsed using a text editor and plotted using the R package kinship2 [71] in the R Studio integrated environment (http://www.rstudio.com/, accessed 08/03/2025) using default settings (**S2 Fig**). Due to the size and depth of the family tree and to exclude any possible instance of random shared ancestry of the cases, we selected 7 unrelated unaffected SPs from our clinical records and checked their ancestry to see if they shared the same common ancestor as the cases; the results were negative.

### Estimation of the age of the mutation

This estimate is based on the method described by Gandolfo and colleagues [72] which estimates the age of a genetic variant based on the length of the ancestral haplotypes shared between the individuals carrying the causative variant. The website (https://shiny.wehi.edu.au/rafehi.h/mutation-dating/, accessed 08/03/2025) with the “advanced user - input text all species” parameter and the default 0.95 confidence interval was used for these calculations.

***RNA transcript analysis***

Dog skin biopsies as to obtain primary skin fibroblasts, were lysed with high impact zirconium beads and trizol for RNA extraction and subsequent cDNA synthesis. Primers were designed to amplify three different parts of the transcript (central, closer to 5’, closer to 3’). Part of the RNA was used for the preparation of standard RNA-seq libraries.

**Fibroblast isolation for RNA-seq analysis**

Dog skin biopsies were dissociated as previously described to obtain primary skin fibroblasts [73]. For immunocytochemistry, fibroblasts preparation followed a different protocol described below. The entirety of the extracted fibroblast samples was used for the RNA extraction. It was transferred into a 2 mL tube containing 3.0 mm high impact zirconium beads (Prefilled Bead Bug Tubes, Benchmark D1032-30). The samples were homogenized in 1 mL of Trizol (Invitrogen) in the Digital Cell Disruptor Genie homogenizer (Scientific Industries) for 3x6 min at 3000 rpm at +4^o^C and incubated for 5 min. The homogenate was transferred into a new tube and 200 µL chloroform was added for a 3-phase separation. The upper aqueous phase was transferred into a new tube, 75% EtOH was added to the sample, and gently mixed by flicking and up to 700 µL was transferred into the RNAeasy (Qiagen 74104) spin column in a collection tube from the same kit. The rest of the washing and elution passages followed the recommendation of the manufacturer. RNA concentrations were measured using NanoDrop and 1 ul RNaseOUT™ Recombinant Ribonuclease Inhibitor (Thermo Fisher) was added 1:10. SuperScript VILO cDNA synthesis kit (Invitrogen 11754050) was then used to synthesize the cDNA, following manufacturer's instructions (1 hr amplification at 42°C followed by 5 minutes of 85°C for enzyme inactivation).

*Mutant transcript amplification*

The impact of the *SPATA7* homozygous mutant transcript deletion was verified in the fibroblast cell culture of one control, one case and one carrier by re-sequencing of PCR products by Sanger sequencing. PCR primers were designed using PRIMER3 [64], and products were run on 1.5% agarose gel and 0.5 μg/mL ethidium bromide. PCR products were amplified using primers targeting different exons. Amplicon A, 230 bp, F: GCACTGACTCCTCCTCTCTC (Exon 3), R: ATTGGCCTGCATTGCTGTTT (Exon 5); amplicon B, 252 bp, F: GCGGATGGAAGCTGAAACC (Exon 6), R: GGAGGAAGCTGCAGGGAATA (Exon 9); amplicon C, 221 bp, F: ACGACTGTTTGAGCGACATA (Exon 11), R: CCTGTTGAATTGTGGTGTCGT (Exon 12). All primers are written 5’-3’. All PCRs were amplified with AmpliTaqGold360Mastermix (Life Technologies). The products and the boundaries of the deletion were verified by Sanger sequencing. Sequence data were visualized using 4Peaks v 1.8.

**RNA-sequencing**

Additional extracted fibroblast RNA was used to produce three RNA-seq libraries that were sequenced using the Illumina Novaseq 6000. One library consisted of RNA from a case, another from a carrier and another from a homozygous wild-type SPATA7 variant. After quality control, RNA-seq reads were aligned to the canine reference (canFam4) using STAR v2.7.0 [74], according to the standard parameters. Aligned reads were visually compared among themselves and against the deletion genetic variant, and the missing exons were also visually confirmed, using the Integrative Genomics Viewer [75].

**Canine skin fibroblast isolation and culture**

The dissociation of canine skin biopsies, culture of skin fibroblasts, and induction of ciliogenesis were conducted following previously described protocols [76]. In brief, skin biopsies were dissociated by incubation in a solution containing 5 U/mL dispase and 1mg/mL collagenase type IV for 3 hours, followed by filtration through a 100 μm cell strainer [76]. Following centrifugation at 300 x g for 8 minutes, the cells were cultured in DMEM/F-12 supplemented with 10% FBS and supplements [76]. Once passaged, the cells were seeded on glass coverslips and incubated in 10% FBS containing medium for 24 hours. Subsequently, the cells were cultured in serum-free medium for 48 hours to induce ciliogenesis. The ciliated cells were fixed with cold methanol at -20°C for 8 minutes and then immunohistochemistry was performed on both non-expanded conventional cells and cells treated for ultrastructure expansion microscopy (U-ExM).

**Retinal Tissue Processing**

The procedures for cryopreservation of normal adult canine ocular tissues were performed as described previously [77]. Briefly, the posterior eyecups were immersion-fixed in 4% paraformaldehyde (PFA) in 0.1 M phosphate-buffered saline (PBS) for 3 hours, followed by an additional 24-hour fixation in 2% PFA at 4 °C. The tissues were then cryoprotected sequentially in 15% and 30% sucrose, embedded in optimal cutting temperature (OCT) compound, and rapidly frozen in liquid nitrogen–cooled methylbutane. In addition, the eyes from one affected dog (SP29) and one control (EM540) were fixed in modified Davidson’s fixative for over 24 hours and processed for paraffin embedding.

**Ultrastructure expansion microscopy (U-ExM) and immunolabeling**

The U-ExM procedure for skin fibroblasts was performed following an optimized protocol for visualizing the primary cilium, as described previously [65]. U-ExM on retinal tissue was conducted according to a published protocol [29]. Sections from paraffin-embedded tissues were deparaffinized using xylene and ethanol before U-ExM processing. For immunostaining, the following primary and secondary antibodies were used: anti-acetylated tubulin (mouse, Sigma-Aldrich T7451, 1:1000), anti-Centrin (mouse, Sigma-Aldrich 04-1624, 1:200), anti-PTPN21 (rabbit, Bioss Antibodies BS-19587R, 1:200), anti-PTPN21 (rabbit, Sigma-Aldrich T5953, 1:200), anti-SPATA7 [C-term] (rabbit, Proteintech 12020-1-AP, 1:200), anti-Rhodopsin (mouse, Sigma-Aldrich MAB5316, 1:1000), anti-SPATA7 [inter] (rabbit, Novus Biologicals NBP1-56884, 1:200), Alexa Fluor 488 conjugated secondary antibody (made in goat, Thermo Fisher Scientific A21141, 1:1000), Alexa Fluor 568 conjugated secondary antibody (made in goat, Thermo Fisher Scientific A21121 and A21134, 1:1000), and Alexa Fluor 647 conjugated secondary antibody (made in goat, Thermo Fisher Scientific A21246, 1:1000). Image acquisition was conducted using the Leica Stellaris 8 FALCON confocal FLIM microscope equipped with 100x oil (1.40 NA) and 63x water (1.20 NA) objectives.

**Real-time PCR**

Quantitative real-time PCR was performed on an Applied Byosystems on a 96-well plate. SYBR Green kit and gene-specific primers (Exons 8 and 9 amplicon F: CCCTACAAGGGCATG ACTTAC, R: GAGGAAGCTGCAGGGAATAC; Exon 12 F: CCCAGCTCTTCAGTTTCA CA R: CTAAGGTCAGTCCTCAATGCTC) were used. The reaction was used determine whether the expression of the wild-type and the mutant transcript was significantly different between two cases (SP17 and SP20, three technical replicates each) and two controls (N365 and E1075, three technical replicates each). Normalization was performed on the Ct scale by computing $\Delta C_{t}=C_{t,target}-C_{t,GAPDH}$, where $C_{t,GAPDH}$is the sample-level mean GAPDH Ct across its triplicates. Set 2 ΔCt values were compared between the cDNA amplification of the affected SPs and the controls using Welch’s t-test.

**References**

29. Takahashi K, Sudharsan R, Beltran WA. Mapping Protein Distribution in the Canine Photoreceptor Sensory Cilium and Calyceal Processes by Ultrastructure Expansion Microscopy. Invest Ophthalmol Vis Sci. 2025;66(2):1. Epub 2025/02/03. doi: 10.1167/iovs.66.2.1. PubMed PMID: 39898911; PubMed Central PMCID: PMCPMC11798334.

61. Robinson JT, Thorvaldsdottir H, Wenger AM, Zehir A, Mesirov JP. Variant Review with the Integrative Genomics Viewer. Cancer Res. 2017;77(21):e31-e4. Epub 2017/11/03. doi: 10.1158/0008-5472.CAN-17-0337. PubMed PMID: 29092934; PubMed Central PMCID: PMCPMC5678989.

64. Untergasser A, Cutcutache I, Koressaar T, Ye J, Faircloth BC, Remm M, et al. Primer3—new capabilities and interfaces. Nucleic Acids Research. 2012;40(15):e115-e. doi: 10.1093/nar/gks596.

65. Gambarotto D, Hamel V, Guichard P. Ultrastructure expansion microscopy (U-ExM). Methods Cell Biol. 2021;161:57-81. Epub 2021/01/23. doi: 10.1016/bs.mcb.2020.05.006. PubMed PMID: 33478697.

71. Sinnwell JP, Therneau TM, Schaid DJ. The kinship2 R package for pedigree data. Hum Hered. 2014;78(2):91-3. Epub 2014/07/31. doi: 10.1159/000363105. PubMed PMID: 25074474; PubMed Central PMCID: PMCPMC4154601.

72. Gandolfo LC, Bahlo M, Speed TP. Dating rare mutations from small samples with dense marker data. Genetics. 2014;197(4):1315-27. Epub 2014/06/01. doi: 10.1534/genetics.114.164616. PubMed PMID: 24879464; PubMed Central PMCID: PMCPMC4125402.

73. Shimada H, Lu Q, Insinna-Kettenhofen C, Nagashima K, English MA, Semler EM, et al. In Vitro Modeling Using Ciliopathy-Patient-Derived Cells Reveals Distinct Cilia Dysfunctions Caused by CEP290 Mutations. Cell Rep. 2017;20(2):384-96. Epub 2017/07/13. doi: 10.1016/j.celrep.2017.06.045. PubMed PMID: 28700940; PubMed Central PMCID: PMCPMC5553702.

74. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15-21. doi: 10.1093/bioinformatics/bts635. PubMed PMID: WOS:000312654600003.

75. Thorvaldsdottir H, Robinson JT, Mesirov JP. Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinform. 2013;14(2):178-92. Epub 2012/04/21. doi: 10.1093/bib/bbs017. PubMed PMID: 22517427; PubMed Central PMCID: PMCPMC3603213.

76. Takahashi K, Kwok JC, Sato Y, Aguirre GD, Miyadera K. Molecular characterization of MAP9 in the photoreceptor sensory cilia as a modifier in canine RPGRIP1-associated cone-rod dystrophy. Front Cell Neurosci. 2023;17:1226603. Epub 2023/08/31. doi: 10.3389/fncel.2023.1226603. PubMed PMID: 37650070; PubMed Central PMCID: PMCPMC10464610.

77. Takahashi K, Beltran WA, Sudharsan R. An optimized workflow for transcriptomic analysis from archival paraformaldehyde-fixed retinal tissues collected by laser capture microdissection. Exp Eye Res. 2024;246:109989. Epub 2024/07/06. doi: 10.1016/j.exer.2024.109989. PubMed PMID: 38969282; PubMed Central PMCID: PMCPMC11330715.

How the deposited data were processed for this re-analysis (not part of the article)

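Single cells of neuroretina from 2 normal dogs, N350 and N354, both male and 40 weeks old, were profiled by droplet-based RNA sequencing. The authors aligned and counted the reads with Cell Ranger, and the deposited values are raw UMI counts per gene and cell for droplets called as cells, without normalization. The paper names canFam6 as the genome. The counts of the dogs list different genes, 34981 in N350 and 19947 in N354, of which 15236 names occur in both, so they were made on different gene annotations. In N354, 17 names occur more than once, and their counts were summed, and 4169 genes carry an identifier in place of a name. The lowest number of UMIs in a cell was 500 in each dog.

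Cells with at least 200 genes and genes found in at least 3 cells were kept, as in the paper. The mitochondrial filter fixed before the data were examined, at most 5% of UMIs over 13 mitochondrial genes, was run first. It left 4608 cells, and 4424 after removal of doublets, with no class of cones in either dog. Its absence depends on the naming, since a part of 259 cells of N350 led by *APOA1*, *IGFBP7* and *CLDN5*, named microglia and vascular cells here, was named cones by the other 3 ways of naming below. The cells used first in the text are instead those with less than 5% of UMIs on names that start with MT-, 10264 cells, because this number is the paper's. That departure was made after the clusters and the levels of *SPATA7* and *PTPN21* had been seen. A limit of at most 5% on those names would give 10266 cells. Limits of at most 10% and none, over the 13 genes, were set before the data were examined. They gave 9252 and 12750 cells after removal of doublets, and the last is given beside the first throughout, because it alone has cones in both dogs.

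Doublets were scored with Scrublet in scanpy 1.11.5 for each dog. Its own threshold marked 0.011% and 0.292% of cells, so the 4.00% with the highest scores were removed, the share the paper removed with DoubletFinder, which was not used here. Clustering followed the paper in Seurat 5.3.0 with sctransform 0.4.2 (R 4.3.3). The steps were SCTransform per dog in its earlier version of the model, up to 3000 integration features without *SPATA7* and *PTPN21*, integration over anchors, 30 principal components and a resolution of 0.5. Each cluster was named within each dog by the list of markers with the highest mean fold over all cells of that dog, with a pseudocount of 0.5 UMIs per 10000 UMIs. At least 3 markers had to be raised, and the 10 leading genes had to be free of a contradiction. This way of naming was settled after the data had been examined, and it was the fourth looked at. The other 3 named 1, 1 and 7 of the 24 named parts of clusters differently, which hold 20, 20 and 1219 cells, and named none of the 35 parts differently with no mitochondrial limit. The 1219 cells are all the rods of N354 among the 9853 cells, so naming by the share of markers raised would leave that dog without rods there, and the means of rods over 2 dogs rest on the naming used. Ganglion and amacrine clusters, bipolar subtypes, and microglia, endothelial cells and pericytes were joined into 1 class each.

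For each dog and class, the UMIs of a gene were divided by the UMIs of all genes and given per 10000 UMIs, with exact Poisson 95% intervals. Shares of cells have exact binomial 95% intervals, and ratios of levels have exact conditional 95% intervals (Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3). Shares after thinning are exact hypergeometric expectations over cells with at least 1000 UMIs. All intervals cover counting error only, and a count of 0 allows up to 3 counts. With 5566 rods and 336 cones in N350 but no class of cones in N354 within the paper's number of cells, cones rest on 1 dog there.

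UMI counts were summed per dog and class for classes with at least 20 cells and tested with edgeR 4.0.16 by its quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, all named classes in 1 fit, over genes with at least 10 UMIs. DESeq2 1.42.0 was an alternative. No p-value was taken where a class had 1 sum. Genes named in the text were fixed beforehand as *SPATA7*, *PTPN21*, the markers of Fig 3A, and *RPGRIP1*, *RPGR*, *NPHP4*, *IQCB1* and *ADAM9*, which the paper names as disease genes or partners of SPATA7. Leading genes of clusters, and *SPATA7* in bipolar cells, were singled out after their values were seen.

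The dog pairs the sums, because those of 1 dog come from 1 animal, and dog and gene annotation are confounded. Over 6 classes and 12103 genes, the deviations of the classes of a dog from the class means correlated between 0.569 and 0.803, with a median of 0.685. The test was tested on simulated data with 200 genes changed by a log2 fold change of 2. For cones over rods with no mitochondrial limit it recovered 170 (85.0%) with 10 false calls among 12199 genes. For Müller glia over rods among the paper's number of cells it recovered 169 (84.5%) with 19 false calls among 11999 genes. The simulation drew all classes and dogs from a shared profile, with a dispersion of 0.05 and changes only in genes with at least 200 UMIs. It held no difference between dogs, unlike the real sums, so these recoveries do not give the power of the tests reported here.

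Alternatives covered the block, DESeq2, library size without TMM, no filter on low counts, only the compared classes in the fit, at least 50 cells per class, each dog left out, the share of doublets, the mitochondrial limit, a resolution of 1, a marker gate on each cell, L/M cones alone, thinning to 500 or 2000 UMIs or none, and 1 rate per cluster. Leaving out Müller glia parts with fewer than 5 markers raised was added after the data had been examined. An estimate of free RNA from lysed photoreceptors, with its subtraction as an alternative and its test in Müller glia and amacrine cells, was also set before the data were examined and is not reported here. Coordinates were not used here.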

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

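The test in this part was chosen only after the result was seen. Over the 12750 cells, N354 had a class of 185 cones, while none of its cones formed a class among the 9853 cells. The result stands out as a signal in cells that a filter returning the number of cells in the paper leaves out. These cones held 50 UMIs of *SPATA7* and 33 of *PTPN21*, and their leading genes included *PDE6H*, *ARR3*, *GNGT2* and *GNAT2*.

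The 2 sets differ in N354 by the mitochondrial rule, so that cones missing from the smaller set are cells the rule took out. In clusters made with no limit, 43.3% (41.5 to 45.1) of the 2956 rods of N354 had less than 5% of their UMIs on MT- names, against 0 of its 185 cones, which allows up to 1.62%. The rule that counts only names starting with MT- returns 10264 cells, the paper's number, and it acts on N354 alone, because N350 has 1 such name. The loss of cones is not specific to cones, since 1.01% (0.210 to 2.93) of the bipolar cells and 4.03% (2.57 to 5.98) of the Müller glia of N354 passed. Among the same clusters of N350, 15.3% (11.3 to 19.9) of cones and 45.5% (44.2 to 46.9) of rods had at most 5% of UMIs over the 13 mitochondrial genes, so that a limit over these genes leaves a smaller share of cones there too. Whether cones hold more mitochondrial RNA in the living retina or were damaged more by dissociation was not tested. The dogs are of one condition, so no biological explanation was tested.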

How the results depend on the processing

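The alternatives were set before the data were examined, except the filter of at most 5% over 13 genes as an alternative (it was the designed filter, replaced after the data had been seen), the other ways of naming, the repetition of each test over every cell, and leaving out the Müller glia parts with fewer than 5 markers raised. Of the comparisons made, 422 kept their direction and their side of the threshold or stayed within the spread, 31 moved, 12 passed the threshold only under the alternative, 1 no longer passed it and 4 reversed. Except where a construction is named, the cause was not tested.

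Among the paper's number of cells, the level in cones over that in rods of N350 lay between 0.727 and 0.843 for *SPATA7* and between 0.602 and 0.764 for *PTPN21*. Without thinning, the share of cones over that of rods was 2.73 and 2.43, because cones are deeper. Among cells with a UMI, thinning brought cones minus rods to -0.0234 and -0.0239 by construction, the marker gate gave -0.774 and -0.847, and a limit of at most 10% gave -1.19 for *PTPN21*. The gate put 11.8% and 12.2% of the UMIs in cones, took the observed over expected rods with 2 or more UMIs of *SPATA7* to 1.34, and the log2 fold change of cones over rods for *PTPN21* to -0.77. The filter over 13 genes left 4424 cells and 5 classes, with -1.49 for *SPATA7* in amacrine and ganglion cells over rods. A limit of at most 10% gave 0.83 for *SPATA7* in cones over Müller glia, and no limit gave 0.96, and -0.27 for cones over rods.

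The dogs pair the sums, and with the replicate block these log2 fold changes passed the threshold of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the paper's number of cells they were Müller glia over rods, -1.71 (adjusted p = 0.00244) for *SPATA7* and -1.67 (adjusted p = 0.00449) for *PTPN21*. Over every cell they were Müller glia over rods, -1.26 (adjusted p = 0.000157) and -1.64 (adjusted p = 6.87e-05), *SPATA7* in amacrine and ganglion cells over rods, -0.84 (adjusted p = 0.00821), cones over Müller glia, 1.01 (adjusted p = 0.00300) and 1.12 (adjusted p = 0.00483), and *PTPN21* in cones over amacrine and ganglion cells, 1.95 (adjusted p = 0.000451). The block also moved *SPATA7* in amacrine and ganglion cells over rods to -0.84 among the paper's number of cells, without a test, and changed no other call. Cones over rods stayed short of the threshold with it, at an adjusted p of 0.502 and 0.221 in edgeR, the lowest of the alternatives. With the block, 1095 genes were higher and 907 lower in cones than in rods over every cell, against 130 and 39 without it.

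Over every cell, Müller glia over rods passed without TMM factors, at -1.78 (adjusted p = 0.0327) for *SPATA7* and -2.15 (adjusted p = 0.0408) for *PTPN21* in edgeR. With DESeq2, *PTPN21* passed in Müller glia over rods, -1.50 (adjusted p = 0.0368), and in cones over amacrine and ganglion cells, 1.82 (adjusted p = 0.0397). *PTPN21* in amacrine and ganglion cells over rods no longer passed with only these classes in the fit, -2.62 (adjusted p = 0.0859 in edgeR), where fewer sums estimate the spread. Over the alternatives that could be tested on every cell, the adjusted p in edgeR or DESeq2 ran as follows. In Müller glia over rods it lay between 0.000157 and 0.240 for *SPATA7* and between 6.87e-05 and 0.103 for *PTPN21*, in amacrine and ganglion cells over rods between 0.00821 and 0.356 and between 1.87e-05 and 0.0859, in cones over Müller glia between 0.00300 and 0.426 and between 0.00483 and 0.317, and for *PTPN21* in cones over amacrine and ganglion cells between 0.000451 and 0.153. Among the paper's number of cells it lay between 0.00244 and 0.220 for *SPATA7* and between 0.00449 and 0.522 for *PTPN21* in Müller glia over rods. Without the Müller glia parts with fewer than 5 markers raised, Müller glia over rods was -1.22 and -1.62 over every cell, and no call changed. With at least 50 cells per class, *SPATA7* in Müller glia over rods was -1.84 among the paper's number of cells, from 1 dog.

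With 1 dog left out no test was possible. The fits that each left out one replicate ran from -3.09 to -1.35 for *SPATA7* and from -1.53 to -1.23 for *PTPN21* in Müller glia over rods among the paper's number of cells. Only N354 could be left out for *SPATA7* in cones over rods, -0.18, and in amacrine and ganglion cells over rods, -0.65. Over every cell they ran from -1.11 to -0.64 for *SPATA7* in amacrine and ganglion cells over rods and from -1.67 to -1.40 for *PTPN21* in Müller glia over rods. *ADAM9* in cones over rods changed sign, to 0.070 without N354 and 0.087 with no limit. Over every cell, where it was 0.087, it changed to -0.041 without TMM and -0.13 without the filter on low counts.

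The alternative with L/M cones alone was run over every cell only. Cones among the 9853 cells formed 1 cluster in the main analysis. N350 could not be left out where cones came from that dog alone. Depth limits the shares, since the median rod of N354 had 893 UMIs and 793 rods were left out of the thinned shares.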

Differences from the paper's values

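None of the paper's stated values differed from those found, since the rule on MT- names returned its 10264 cells and the share of doublets its 9853. That rule was chosen after the values had been seen. Under the filter of at most 5% over 13 mitochondrial genes, the numbers were 4608 and 4424 against the paper's 10264 and 9853.

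The paper places the expression of both genes mainly in cones. Here cones of N350 held 8.34% of the UMIs of *SPATA7* and 9.40% of those of *PTPN21*, and rods held 46.2% and 57.4%. Per 10000 UMIs cones were at 0.813 and 0.738 of the level of rods, a ratio that free RNA in the shallower rods would lower, and per cell they held 2.99 and 2.71 times the UMIs of rods. With 336 cones against 5566 rods in N350, the share of UMIs follows largely from the numbers of cells, so it does not decide where expression per cell is higher. The largest share in cones was 11.8% and 12.2%, with the marker gate set before the data were examined. No alternative that was run put the level in cones above that in rods.

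From the broader distribution of its violin plots in cones, the paper infers a larger proportion of cones than of rods with expression. The share of cones over that of rods was 0.806 for *SPATA7* and 0.750 for *PTPN21* after thinning to 1000 UMIs. Without thinning, set before the data were examined, it was 2.73 and 2.43, in the paper's direction.

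The paper limits the expression in rods to a small subset. Among the 9853 cells, with each dog read alone, the number of rods with 2 or more UMIs was within counting error of a model in which all rods share 1 level. It was at most 1.49 times the expected number with rods from clusters and 1.53 with the marker gate. For *SPATA7* the ratio lay above 1 in both dogs, at 1.38 in N350 and 1.49 in N354, so a shared level is not established. Without a mitochondrial limit and with a limit of at most 10%, both set before the data were examined, *SPATA7* in N354 exceeded the model, at 41 rods against 27.6 and 33 against 22.3.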

Other observations

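The tests of cell depth over both genes, of UMI sampling over both genes, and of doublets in Müller glia and amacrine and ganglion cells jointly were set down before their results were seen. The others in this part were chosen only after the result was seen. The samples are of one condition, so no biological explanation was tested.

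Among cells with a UMI, rods read higher than cones for both genes, and the depth of a cell may account for this height, because 1 UMI weighs more in a shallow cell. Comparing at one depth decides nothing, because nearly every such cell holds 1 UMI and its value then follows from its depth. The level of the whole class does not depend on which of its cells hold a UMI, but free RNA of a like amount in each droplet raises it more in a shallower class. For *SPATA7* that level in cones was 0.813 (0.633 to 1.03) of the level in rods of N350 among the 9853 cells, and 0.839 (0.654 to 1.07) in N350 and 0.717 (0.523 to 0.964) in N354 with no mitochondrial limit. It was 0.734 (0.547 to 0.970) in N350 with a limit of at most 10% and 0.727 (0.586 to 0.894) with the marker gate. The interval thus lay below 1 in some sets and not in others, and whether rods are higher stays open. For *PTPN21* it was 0.711 or lower in both dogs with no mitochondrial limit, with intervals below 1. Free RNA could account for this. Among the 9853 cells, rods of N350 held 0.840 (0.571 to 1.29) times the *PTPN21* UMIs per cell of microglia and vascular cells. With no mitochondrial limit that ratio was 1.65 (0.563 to 8.04), in the other direction, with an interval that also includes 1. Free RNA cannot be told apart from a higher level in rods, because that background class is small and was found in N350 alone. Cones and rods were not separated in edgeR's quasi-likelihood test, where the log2 fold change was -0.49 with an adjusted p of 0.952 after Benjamini-Hochberg adjustment. That fit does not pair the sums of a dog. With the dog as a block, edgeR gave -0.51 (SE 0.26) with an adjusted p of 0.221, which also did not pass. The log2 fold change lay between -0.65 and -0.37 over the alternatives on every cell, and between -0.77 and -0.28 over those to the fit on the 9853 cells.

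A small share of rods with a UMI could come from UMI sampling of a low level that all rods share. Observed over expected rods with 2 or more UMIs was at most 1.49 among the 9853 cells, with rods from clusters, and each interval included 1. It reached 1.53 (0.874 to 2.48) in N354 with the marker gate and 1.71 (0.935 to 2.87) in N350 with the filter over 13 mitochondrial genes, where the intervals also included 1. These intervals read each dog alone, and for *SPATA7* among the 9853 cells both dogs lay above 1, at 1.38 in N350 and 1.49 in N354. For *SPATA7* in N354 the lower end of the interval was 1.07 with no mitochondrial limit and 1.02 with a limit of at most 10%, which argues against a single shared level in those sets. Rods of different states, or a rate that varies between cells, were not told apart.

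UMIs of both genes in Müller glia, and in amacrine and ganglion cells, could come from the RNA of other cells. In Müller glia, free RNA of all classes cannot be told apart from expression, because they read 0.832 (0.507 to 1.45) times the level of microglia and vascular cells for *SPATA7*, and no such class was found in N354. In N350 that background class may itself hold cells that group with Müller glia. With no mitochondrial limit it fell from 220 to 48 cells, while Müller glia rose to 1287. Removing more doublets lowered the level in these classes to no less than 0.930 of that with none removed, but scores that mark few cells make this a weak test. With no mitochondrial limit, the lower end of the level in Müller glia was at least 2.51 times what the rod and cone RNA in the class brings, over both genes and dogs, which argues against doublets with photoreceptors as the whole source in those cells. Among the 9853 cells it was at least 3.23 times in N350, while the 24 Müller glia of N354, with 1 and 3 UMIs, were at 0.0239 and 0.716 times and leave it open there. With no limit, amacrine and ganglion cells read 17.8 times for *SPATA7* and 5.50 for *PTPN21* in N350, and 7.09 and 0.921 in N354. The last value leaves doublets as the whole source open for *PTPN21* in that class of N354. Microglia and vascular cells of N350 read 2.32 and 3.05 times on the same measure among the 9853 cells, and 2.53 and 0.299 times with no limit, the last over 3 UMIs, so passing 1 on it is not particular to Müller glia.

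*SPATA7* in bipolar cells is a result the paper does not report, and it was singled out after its values were seen. With no mitochondrial limit the level was 0.506 (0.373 to 0.672) in 409 cells of N350 and 0.884 (0.681 to 1.13) in 296 cells of N354. Against Müller glia this was 2.81 (1.98 to 3.91) and 2.65 (1.92 to 3.65) times as high. Bipolar cells are shallower, however, and per cell they held 1.03 (0.731 to 1.44) and 1.14 (0.826 to 1.57) times the UMIs of Müller glia. Free RNA of a like amount in each droplet predicts such values and cannot be told apart from expression. The lower limit of the level was at least 5.65 times what rod and cone RNA in the class brings, which argues against doublets with photoreceptors. Against microglia and vascular cells of N350 the level was 2.49 (1.42 to 4.55) times as high among the 9853 cells, over 220 cells of that class. The UMIs per cell were 1.50 (0.855 to 2.73) times as many there, which does not separate them. With no mitochondrial limit the level was 1.55 (0.75 to 3.59) times and the UMIs per cell 0.626 (0.304 to 1.45) times, and neither separates them. Whether bipolar cells express *SPATA7* stays open.

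The paper's number of cells after its mitochondrial filter, 10264, came out when only names that start with MT- were counted, and the 13 mitochondrial genes in both dogs gave 4608 instead. This is consistent with a filter that acted on N354 alone. The paper's text does not name the pattern that was counted.

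The ratio of *SPATA7* to *PTPN21* UMIs was higher in N354 than in N350 in 6 of 6 classes with no mitochondrial limit, in rods 1.30 (1.12 to 1.52) against 0.771 (0.680 to 0.874). The gene annotation on which each dog was counted is a candidate explanation and predicts the same direction in every class, as seen in these 6. It cannot be told apart from a difference between the dogs, because each dog has its own annotation.

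Of the other 5 genes named by the paper, none passed the threshold in cones over rods. Over the 12750 cells, edgeR's quasi-likelihood test gave log2 fold changes of -1.29 for *NPHP4*, -0.83 for *IQCB1*, -0.58 for *RPGR*, -0.56 for *RPGRIP1* and 0.087 for *ADAM9*. Their Benjamini-Hochberg adjusted p in edgeR over 12298 genes was 0.786 for *NPHP4* and higher for the others. Together with *SPATA7* and *PTPN21*, the 7 genes had p-values of 0.745 to 0.897 adjusted over the list alone, and 0 of them passed.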
